# Nuclear β-catenin and CD44 upregulation characterize invasive cell populations in non-aggressive MCF-7 breast cancer cells

**DOI:** 10.1186/1471-2407-10-414

**Published:** 2010-08-10

**Authors:** Masahiro Uchino, Hiroko Kojima, Kenta Wada, Mika Imada, Fumitoshi Onoda, Hiroyuki Satofuka, Takahiko Utsugi, Yasufumi Murakami

## Abstract

**Background:**

In breast cancer cells, the metastatic cell state is strongly correlated to epithelial-to-mesenchymal transition (EMT) and the CD44^+^/CD24^- ^stem cell phenotype. However, the MCF-7 cell line, which has a luminal epithelial-like phenotype and lacks a CD44^+^/CD24^- ^subpopulation, has rare cell populations with higher Matrigel invasive ability. Thus, what are the potentially important differences between invasive and non-invasive breast cancer cells, and are the differences related to EMT or CD44/CD24 expression?

**Methods:**

Throughout the sequential selection process using Matrigel, we obtained MCF-7-14 cells of opposite migratory and invasive capabilities from MCF-7 cells. Comparative analysis of epithelial and mesenchymal marker expression was performed between parental MCF-7, selected MCF-7-14, and aggressive mesenchymal MDA-MB-231 cells. Furthermore, using microarray expression profiles of these cells, we selected differentially expressed genes for their invasive potential, and performed pathway and network analysis to identify a set of interesting genes, which were evaluated by RT-PCR, flow cytometry or function-blocking antibody treatment.

**Results:**

MCF-7-14 cells had enhanced migratory and invasive ability compared with MCF-7 cells. Although MCF-7-14 cells, similar to MCF-7 cells, expressed E-cadherin but neither vimentin nor fibronectin, β-catenin was expressed not only on the cell membrane but also in the nucleus. Furthermore, using gene expression profiles of MCF-7, MCF-7-14 and MDA-MB-231 cells, we demonstrated that MCF-7-14 cells have alterations in signaling pathways regulating cell migration and identified a set of genes (*PIK3R1*, *SOCS2*, *BMP7*, *CD44 *and *CD24*). Interestingly, MCF-7-14 and its invasive clone CL6 cells displayed increased CD44 expression and downregulated CD24 expression compared with MCF-7 cells. Anti-CD44 antibody treatment significantly decreased cell migration and invasion in both MCF-7-14 and MCF-7-14 CL6 cells as well as MDA-MB-231 cells.

**Conclusions:**

MCF-7-14 cells are a novel model for breast cancer metastasis without requiring constitutive EMT and are categorized as a "metastable phenotype", which can be distinguished from both epithelial and mesenchymal cells. The alterations and characteristics of MCF-7-14 cells, especially nuclear β-catenin and CD44 upregulation, may characterize invasive cell populations in breast cancer.

## Background

Patients with breast cancer are at risk of metastasis throughout their lifetime because of the heterogeneous nature of breast cancer metastasis. Recent studies focusing on the early steps in the metastatic cascade, such as epithelial-to-mesenchymal transition (EMT) and altered cell adhesion and motility, have demonstrated that aggressive cancer progression is correlated with the loss of epithelial characteristics and the gain of a migratory and mesenchymal phenotype [1]. In fact, the highly aggressive breast cancer cell line MDA-MB-231 exhibits mesenchymal-type behavior, whereas non-aggressive breast cancer cell line MCF-7 has a luminal epithelial-like phenotype [2,3].

In addition to the heterogeneous nature of metastasis, a solid tumor including breast cancer is comprised of heterogeneous cells in terms of their invasive and metastatic potential, as suggested by *in vivo *metastasis models [4] and an *in vitro *selection process using Matrigel [5,6]. Tumor heterogeneity has led to the "cancer stem cell hypothesis". Cancer stem cells share common characteristics with normal stem cells: ability to self-renew, differentiate, acquire drug resistance, survive anchorage-independently, and migrate. Furthermore, overlapping sets of molecules and pathways regulate both stem cell migration and cancer metastasis; therefore, cancer stem cells are assumed to contribute to metastasis as well as tumorigenesis [7]. In human breast tumors, the CD44^+^/CD24^-/low ^phenotype has been reported to have stem cell properties [8]. Cell lines with high CD44^+^/CD24^- ^cell numbers were basal/mesenchymal or myoepithelial types and more invasive than other cell lines. In contrast, non-aggressive epithelial MCF-7 cells lack a CD44^+^/CD24^- ^subpopulation. Among CD44^+^/CD24^-^-positive cell lines, MDA-MB-231 has the unique property of expressing a broad range of genes that favor bone and lung metastasis [9]. Although there remains a need to determine whether CD44^+^/CD24^-/low ^cells are true breast cancer stem cells across all the various breast cancer subtypes, there seems to be a connection between EMT and CD44/CD24 expression in the mechanisms of breast cancer invasion and metastasis. Indeed, induction of EMT results in the acquisition of the CD44^high^/CD24^low ^phenotype in immortalized human mammary epithelial cells [10].

In the current study, we demonstrated that non-aggressive epithelial MCF-7 cells had rare cell populations with higher Matrigel invasive ability. Throughout the sequential selection process using Matrigel, we obtained MCF-7-14 cells of opposite migratory and invasive capabilities from MCF-7 cells. Thus, what are the potentially important differences between invasive and non-invasive breast cancer cells, and are the differences related to EMT or CD44/CD24 expression? To answer these questions, comparative analysis of epithelial and mesenchymal marker expression was performed between MCF-7, MCF-7-14, and MDA-MB-231 cells. Furthermore, using microarray expression profiles of these cells, we selected differentially regulated genes for their invasive potential and performed pathway and network analysis to better characterize invasive cell populations in breast cancer.

## Methods

### Cell culture

Human breast cancer cell line MCF-7 was obtained from the Institute of Development, Aging and Cancer, Tohoku University. MDA-MB-231 was purchased from the American Type Culture Collection. Both cell lines were maintained in RPMI 1640 (Sigma-Aldrich, St. Louis, MO) containing 10% fetal bovine serum (FBS) and an antibiotic-antimycotic.

### *In vitro *sequential selection of invasive populations from MCF-7 cells

BD BioCoat Matrigel Invasion Chambers (for a 6-well plate; BD Biosciences, San Jose, CA) were used to select invasive populations from MCF-7 cells. MCF-7 cell suspension (4 × 10^5 ^cells/well) in serum-free RPMI1640 was seeded into the upper chamber. After 60 hours' cultivation, cells that migrated through the membrane (named MCF-7-1) were harvested by trypsinization, proliferated on a dish, and then reseeded in a Matrigel Invasion Chamber. The cycle was repeated 14 times, and finally MCF-7-14 cells were obtained. In each cycle, invading cells on the underside of the chamber were fixed with 10% formalin-neutralized buffer, stained with 0.1% crystal violet, and imaged through a microscope (Axiovert 200M; Carl Zeiss, Jena, Germany) with a CCD camera (AxioCam; Carl Zeiss).

### Cell proliferation assay

MCF-7 and MCF-7-14 cells (5 × 10^3 ^cells/well) were seeded into 96-well plates and cultured. The cells were counted at 24, 48, 72 and 96 h with a Cell Counting Kit-8 (MTT assay; Wako Pure Chemical Industries, Osaka, Japan).

### Western blotting

Cell protein lysates were prepared from confluent cell cultures of MCF-7 and MCF-7-14 cells, subjected to SDS-PAGE, and transferred to PVDF membranes. The membranes were blocked (5% skim milk) and incubated with rat anti-human epidermal growth factor receptor 2, HER-2 (GeneTex, Irvine, CA) and mouse anti-estrogen receptor alpha, ER-α (Stressgen/Assay Designs, Ann Arbor, MI) monoclonal antibodies (mAbs), followed by the corresponding HRP-conjugated secondary antibody (GE Healthcare, Piscataway, NJ). Antibody complexes were detected with the ECL detection system (GE Healthcare).

### *In vitro *wound healing assay

Migratory abilities of MCF-7 and MCF-7-14 cells were measured using the *in vitro *wound healing assay. Cells were plated on 10-cm culture dishes and grown to 100% confluence. Wounds were created by scraping monolayer cells with a sterile pipette tip. At 0, 24, 48, 72 and 96 h after the creation of wounds, three different areas were imaged through an Axiovert 200 M. Wound distances were measured at each time point and expressed as the average percent of wound closure by comparing the zero time.

### Xenografts

Animal experiments were performed in accordance with the Guidelines of the Japanese Government for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee at Tokyo University of Science and the Ethics Committee of Bio Matrix Research Inc. MCF-7 and MCF-7-14 cells were transfected with pEGFP-C1 (encoding the enhanced green fluorescence protein, EGFP; Clontech Laboratories, Mountain View, CA) using Fugene 6 Transfection Reagent (Roche, Basel, Switzerland) in serum-free medium. MCF-7 and MCF-7-14 cells stably transfected with pEGFP-C1 (named MCF-7-EGFP and MCF-7-14-EGFP, respectively) were selected by G418 treatment (500 μg/ml) for 3 weeks. Suspensions of MCF-7-EGFP and MCF-7-14-EGFP cells (1 × 10^6 ^cells/50 μl) were mixed with the same volume of Matrigel, and injected into the fourth mammary fat pad of 10-week-old female BALB/cJ/nu/nu mice.

### *In vivo *and *ex vivo *imaging of EGFP-labeled breast cancer cells

At 4, 8 and 12 weeks after implantation of MCF-7-EGFP and MCF-7-14-EGFP cells, mice were sacrificed and scanned by a luminescence/fluorescence imaging analyzer (LAS3000; Fujifilm, Tokyo, Japan) to detect metastatic lesions. *Ex vivo *fluorescence imaging was also performed on necropsy samples.

### Histology and immunohistochemistry

Xenografts and metastatic lesions were rapidly frozen, and 6 μm thick sections were cut on a cryostat. The sections were analyzed by hematoxylin/eosin (HE) and methyl green pyronin (MGP) staining, or unstained sections were analyzed for EGFP fluorescence. For immunostaining epithelial and mesenchymal markers, mouse anti-cytokeratin (CK) 19 (A53-B/A2; 1:50 dilution; Santa Cruz Biotechnology, Santa Cruz, CA), anti-E-cadherin (67A4; 1:25; Santa Cruz Biotechnology) and anti-vimentin (V9; 1:150; Dako, Glostrup, Denmark) mAbs were used. Briefly, frozen sections were treated with 3% H_2_O_2 _for 10 min and 5% skim milk in Tris-buffered saline with 0.2% Triton-X for 1 h. Primary antibodies were applied for 1 h at room temperature. Subsequently, the sections were incubated with Simple Stain Mouse MAX PO (Nichirei Biosciences, Tokyo, Japan) or Alexa Fluor 488-conjugated goat anti-mouse IgG (1:200; Molecular Probes, Invitrogen, Carlsbad, CA) at room temperature. Diaminobenzidine (DAB) with 0.1% H_2_O_2 _(Dako) was used as the final chromogen and hematoxylin for nuclear counterstaining in immunohistochemistry. In immunofluorescence, cell nuclei were counterstained with 4', 6-diamidino-2-phenylindole (DAPI). Immunostaining of the endothelial marker, CD31, was performed with rat anti-mouse CD31 mAb (MEC 13.3; 1:50; BD Biosciences) and HRP-linked goat anti-rat IgG F(ab')2 fragment (1:200; Amersham ECL, GE Healthcare). Microscopic images were acquired using an Axiovert 200 M equipped with an AxioCam and analyzed by AxioVision software (Carl Zeiss).

### Immunofluorescence staining

MCF-7, MCF-7-14 and MDA-MB-231 cells were plated on coverslips and fixed with 4% paraformaldehyde/phosphate-buffered saline (PBS) for 15 min and permeabilized with 0.1% Triton X-100 in PBS for 2 min, and then incubated in PBS containing 5% skim milk for 1 h at room temperature. Cells were incubated with anti-E-cadherin (1:100), anti-β-catenin (8E7; 1:100; Upstate Biotechnology/Millipore, Billerica, MA), anti-vimentin (1:300) and anti-fibronectin (clone 10; 1:200; BD Biosciences) mAbs for 1 h at room temperature, followed by incubation with Alexa Fluor 488-conjugated goat anti-mouse IgG (1:200-1:1000) and nuclear counterstaining with DAPI.

### RNA isolation

MCF-7, MCF-7-14 and MDA-MB-231 cells were synchronized in S-phase with the thymidine-hydroxyurea block method. Total RNA was isolated from cells arrested in S-phase using an RNeasy Mini kit (Qiagen, Hilden, Germany).

### Microarray analysis

cDNA was synthesized from total RNA isolated from MCF-7, MCF-7-14 and MDA-MB-231 cells using a One-Cycle cDNA Synthesis Kit (Affymetrix, Santa Clara, CA). *In vitro *transcription reactions were performed using a GeneChip IVT Labeling Kit. Fifteen micrograms of the labeled cRNA was hybridized to a Human Genome U133 Plus 2.0 Array (Affymetrix). The array images were scanned and analyzed using Genechip operating software (GCOS; Affymetrix). The full microarray data set is available in the NCBI Gene Expression Omnibus public database under data series accession number GSE18903.

### Microarray data analysis

Using GeneSpring GX 7.3.1 software (Agilent Technologies, Santa Clara, CA), microarray data of each chip were normalized to the 50^th ^percentile of the measurements on that chip. For per-gene normalization, the measurements of each probe were normalized to the median of the measurements of that probe in MCF-7, MCF-7-14 and MDA-MB-231 cell lines. Average linkage hierarchical clustering was carried out on genes filtered on detection flags ("present" in two or more cell lines) and signal intensity (>50 in all cell lines). To identify potentially important differences in biological mechanisms regarding their invasive potential, genes up- or down-regulated >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells were selected from the filtered genes. Ingenuity Pathway Analysis software (IPA 5.0; Ingenuity Systems, Redwood City, CA) was also utilized to identify the top significant canonical pathways for these selected genes and to functionally link the most differentially expressed genes.

### Quantitative real-time-PCR

cDNA was synthesized from 2 μg total RNA using SuperScript III reverse transcriptase (Invitrogen). Reverse transcription (RT) was run for 1 h at 50°C and stopped by heating for 5 min at 85°C. PCR was conducted in a 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA). A 10 μl reaction containing 0.2 μl cDNA, 0.5 μM of each primer and 2.5 μl Power SYBR Green PCR Master Mix (Applied Biosystems) was used to monitor double-strand DNA synthesis. Primer sequences are provided in Additional file 1. Quantitative RT-PCR (qRT-PCR) was carried out following the recommended thermal profile: 95°C for 10 min (pre-incubation) followed by 40 cycles of 95°C for 15 sec (denaturation) and 60°C for 1 min (annealing and elongation). Fluorescence intensity of the amplified products was measured at the end of each PCR cycle. Two runs were performed with each data point run in triplicate. Results were normalized to internal control *GAPDH *mRNA and if necessary, represented relative to mRNA levels of MCF-7 cells.

### Single-cell cloning

MCF-7 and MCF-7-14 cells were plated on 96-well plates at a concentration of a single cell per well, which was confirmed visually. Wells containing either none or more than one cell were excluded from further analysis. Single-cell clones were cultured to allow the growth of individual colonies, which were picked and expanded in culture, and analyzed by Matrigel invasion assay and flow cytometry.

### Flow cytometry

Three human breast cancer cell lines, MCF-7, MCF-7-14 and MDA-MB-231, and single-cell clones derived from the MCF-7 and MCF-7-14 cell lines were used in flow cytometry analysis. Cells were harvested with TrypLE Express (Invitrogen), and then suspended (2 × 10^6 ^cells/100 μl) with Stain Buffer containing 1% FBS (BD Biosciences). Phycoerythrin (PE)-conjugated mAbs against human CD44 (G44-26; BD Biosciences) or CD24 (ML5; BD Biosciences) were added to the cell suspension at the concentrations recommended by the manufacturer and incubated at 4°C in the dark for 60 min. The labeled cells were fixed in 100% methanol on ice for 5 min. Flow cytometry analysis were performed in triplicate using a FACSCalibur system (BD Biosciences).

### Function-blocking antibody treatment

Cells (1 × 10^6 ^cells) were incubated with rat anti-human CD44 mAb (IM7; BD Biosciences) or normal rat IgG at 400 μg/ml for 20 min. After preincubation, a cell proliferation assay, cell migration assay and Matrigel invasion assay were performed. Cell proliferation was assessed by MTT assay. The cell migration assay was performed using an Oris Cell Migration Assay (Platypus Technologies, Madison, WI), which comprises a 96-well plate with silicone stoppers (2 mm diameter) in each well. Following cell seeding and cell attachment (2 × 10^4 ^cells), the stoppers were removed and migration proceeded for 72 h. Cells were then stained with crystal violet and imaged through a microscope. Matrigel Invasion Chambers (for a 24-well plate; BD Biosciences) were used to examine cell invasion. Pretreated cells (5 × 10^4 ^cells) in serum-free RPMI1640 were seeded into the upper chamber and invading cells were fixed and stained after 60 h cultivation.

### Statistical analysis

Data are the means ± standard deviation (SD). Values were compared between MCF-7 and MCF-7-14 cells and between normal IgG and anti-CD44 mAb using Student's *t *test. Comparisons among cell lines were made using analysis of variance (ANOVA) and Tukey-Kramer multiple comparison, where appropriate. *P *< 0.05 was considered significant.

## Results

### Selection and morphological characterization of MCF-7-14 cells

MCF-7 cells were seeded into a Matrigel Invasion Chamber. After 60 hours' cultivation, cells that migrated through the Matrigel membrane (MCF-7-1) were harvested, proliferated on a dish, and then reseeded in a Matrigel Invasion Chamber. Matrigel invasive cells are rare populations within MCF-7 cells. Very few cells migrated through the Matrigel until the 8^th ^cycle of sequential selection (Figure 1A and 1B); however, after the 9^th ^cycle, Matrigel invasive cells markedly increased, and finally, through 14 cycles of sequential Matrigel screening, we obtained MCF-7-14 cells with a significantly (*P *< 0.01) higher proportion of invasive cells than parental MCF-7 cells (Figure 1A and 1B). The selected MCF-7-14 cells in culture were compared with parental MCF-7 cells for morphology and proliferative capacity. MCF-7-14 cells uniquely displayed anchorage-independent growth and formed non-adherent spheres (Figure 1C); however, the proliferative capacity of MCF-7-14 cells was similar to that of parental MCF-7 cells (Figure 1D). In addition, MCF-7-14 cells expressed ER-α but not HER-2, similar to MCF-7 cells (Figure 1E).

**Figure 1:**
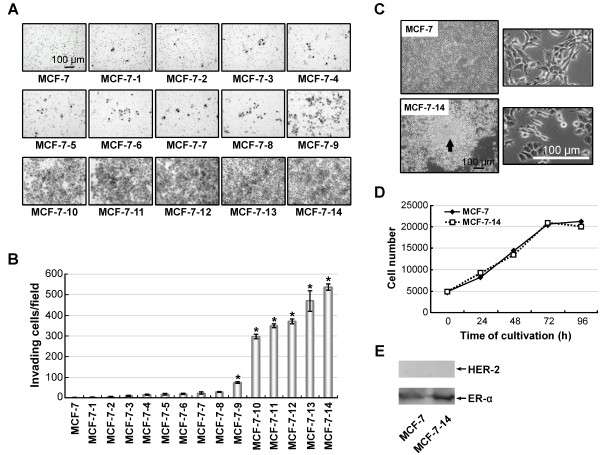
***In vitro *sequential selection of invasive populations from MCF-7 cells using Matrigel Invasion Chambers**. (A and B) In each cycle, cells invading the Matrigel were fixed with 10% formalin-neutralized buffer and stained with crystal violet on the underside of the chamber (A), and then the numbers of invading cells were counted under a microscope (B). Data are the means ± SD (*n *= 3). Statistical analysis was performed by Student's *t *test. *, *P *< 0.01, compared with MCF-7 cells. (C) Images of morphology of MCF-7 and MCF-7-14 cells in culture. MCF-7-14 cells were propagated as non-adherent spheres (arrow). (D) Proliferative rates of MCF-7 and MCF-7-14 cells. (E) Western blotting analysis for the expression of HER-2 and ER-α in MCF-7 and MCF-7-14 cells.

### Migratory and metastatic ability of MCF-7-14 cells

The migratory ability of MCF-7-14 cells was compared with that of parental MCF-7 cells using an *in vitro *wound healing assay. MCF-7-14 cells displayed significantly more rapid wound closure at all time points (Figure 2A and 2B), tending to protrude into the wound site, compared with MCF-7 cells (Figure 2C). Using a nude mouse orthotopic xenograft model, we assessed the *in vivo *metastatic ability of MCF-7-14-EGFP cells (Figure 3A). Distant metastases to the pancreas and peritoneum became detectable by fluorescence imaging 4 weeks after implanting MCF-7-14-EGFP cells and appeared in 20% of implanted animals (2/10), whereas no metastatic lesions were detected in MCF-7-EGFP-bearing animals (0/10). Metastasized MCF-7-14-EGFP cells invaded the pancreatic parenchyma, as shown by HE and MGP staining, and expressed EGFP (Figure 3B). In another case, 12 weeks after implantation of MCF-7-14-EGFP cells, pancreas metastasis showed strong stromal and angiogenic responses closely intermingled with metastasized tumor cells, as demonstrated by immunostaining for CD31 (Figure 3C).

**Figure 2:**
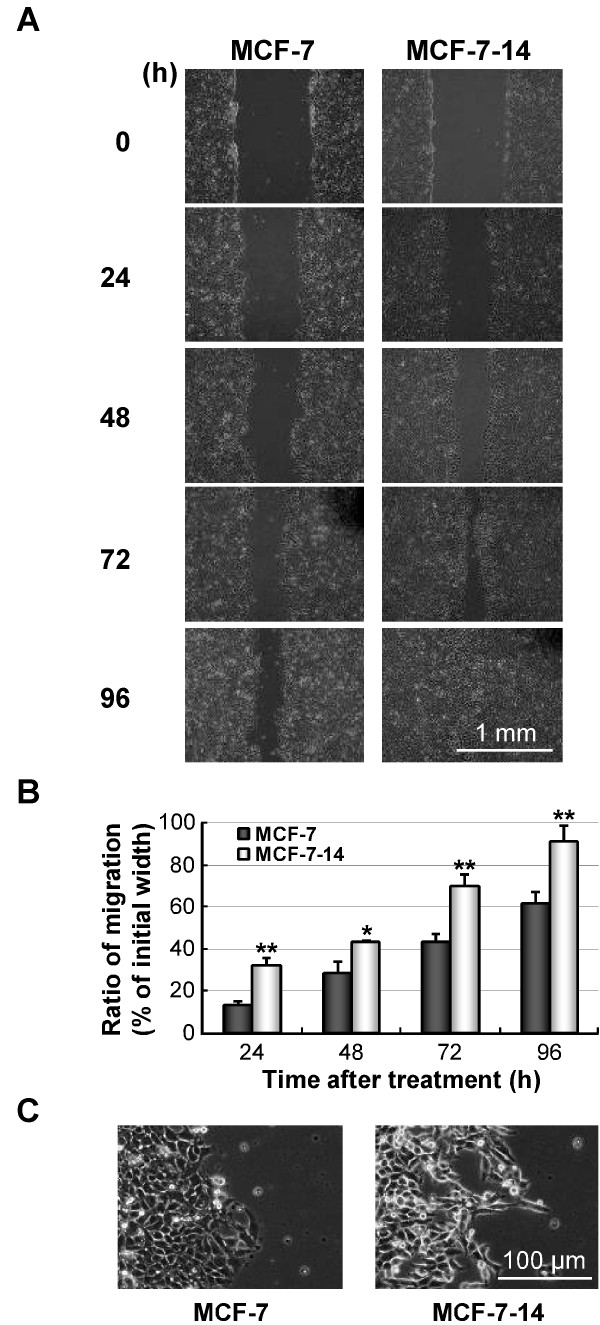
**Migratory abilities of MCF-7 and MCF-7-14 cells in wound healing assay**. (A) Optical microscopic images of *in vitro *wound healing at 0, 24, 48, 72 and 96 h after the creation of wounds. (B) Comparison of images to quantify the migration rate of the cells. Wound distances were measured at each time point and expressed as percent wound closure by comparing the zero time. Data are the means ± SD (*n *= 3). Statistical analysis was performed by Student's *t *test. *, *P *< 0.05; *P *< 0.01, compared with MCF-7. (C) Optical microscopic images of MCF-7 and MCF-7-14 cells at the invading edges of the wound at 48 h after the creation of wounds.

**Figure 3:**
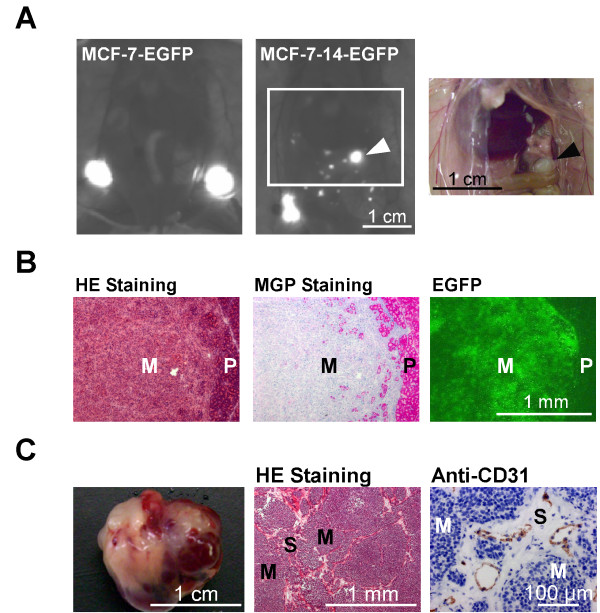
**Metastatic abilities of MCF-7 and MCF-7-14 cells in mouse xenograft model**. (A) *In vivo *scanning of EGFP-expressing breast cancer cells in mice at 4 weeks after implantation into the mammary fat pad. In an MCF-7-14-EGFP-bearing mouse, metastasis to the pancreas (arrowhead) was imaged, corresponding to the photo of the abdomen. (B) EGFP-positive region in panel A was analyzed by HE and MGP staining, or unstained sections were analyzed for EGFP fluorescence. Metastasized MCF-7-14-EGFP cells (M) invaded pancreatic parenchyma (P). (C) Representative pancreas metastasis 12 weeks after implantation of MCF7-14-EGFP cells. Pancreas metastasis showed strong stromal (S) and angiogenic responses (brown) closely intermingled with metastasized tumor cells (M).

### Epithelial and mesenchymal marker expression in MCF-7-14 cells

In immunohistochemistry, mammary xenografts and pancreas metastases generated by MCF-7-14-EGFP cells were positive for a luminal epithelial marker, CK 19, and an epithelial marker, E-cadherin, but negative for a mesenchymal marker, vimentin, similarly to MCF-7-EGFP xenografts (Figure 4A). To molecularly characterize MCF-7, MCF-7-14 and MDA-MB-231 cells in more detail, we analyzed mRNA and protein expressions of epithelial and mesenchymal markers related to EMT. The mRNA expression levels of E-cadherin and mesenchymal markers, N-cadherin and vimentin, were similar between MCF-7 and MCF-7-14 cells, while they confirmed that MDA-MB-231 cells had already undergone "complete EMT", defined by loss of epithelial markers and gain of mesenchymal markers (Figure 4B). Immunofluorescence analysis (Figure 4C) showed the localization of E-cadherin in adherent cell-cell junctions in both MCF-7 and MCF-7-14 cells, whereas E-cadherin was not detectable in MDA-MB-231 cells. In MCF-7 cells, immunofluorescence staining of β-catenin was strongly positive on the cell membrane, whereas in MDA-MB-231 cells, β-catenin was mainly expressed in the nucleus. Interestingly, β-catenin was expressed not only on the cell membrane but also in the nucleus in MCF-7-14 cells. Immunofluorescence staining for vimentin and fibronectin demonstrated cytoplasmic localization in MDA-MB-231 cells, although they were detectable in neither MCF-7 nor MCF-7-14 cells.

**Figure 4:**
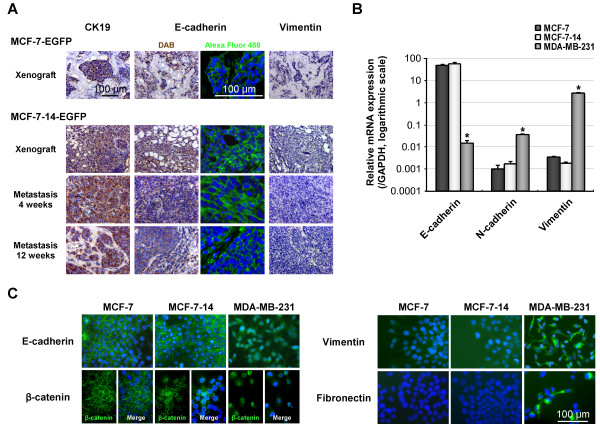
**Comparative analysis of epithelial and mesenchymal marker expression**. (A) Immunostaining for CK19, E-cadherin and vimentin (brown or green) was performed on mammary xenografts and pancreas metastases 4 or 12 weeks after implantation of MCF-7-EGFP and MCF-7-14-EGFP cells. (B) qRT-PCR analysis of mRNA expression of E-cadherin, N-cadherin, and vimentin performed on RNA samples isolated from MCF-7, MCF-7-14 and MDA-MB-231 cells. Results were normalized to internal control *GAPDH *mRNA. Data are the means ± SD (*n *= 3). Statistical analysis was performed by ANOVA and Tukey-Kramer multiple comparison. *, *P *< 0.01, compared with MCF-7 cells. (C) Immunofluorescence analysis of MCF-7, MCF-7-14 and MDA-MB-231 cells using anti-E-cadherin, anti-β-catenin, anti-vimentin and anti-fibronectin mAbs (green). Cells were nuclear counterstained with DAPI (blue).

### 144 unique genes differentially expressed in both MCF-7-14 and MDA-MB-231 cells

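Gene expression was measured in 3 human breast cancer cell lines. MCF-7 is an estrogen receptor-positive line of luminal epithelial type. MCF-7-14 was derived from it by repeated selection of the cells that crossed Matrigel, a basement membrane matrix. MDA-MB-231 is an estrogen receptor-negative line with mesenchymal features and high invasiveness. RNA from cells arrested in S-phase was hybridized to Affymetrix whole-genome arrays with 54675 probe sets, using 1 array for each cell line. There were no replicate arrays, so the values below describe these 3 arrays. No difference between cell lines was tested, and none has an error between cultures.

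The authors deposited MAS5 signals, which are intensities on a linear scale, with a trimmed mean of 499.9 on each array. The median signal was 81.0 on the MCF-7 array, 88.3 on the MCF-7-14 array and 64.8 on the MDA-MB-231 array. A signal above 50 was found for 60.8%, 62.0% and 55.1% of the probe sets, respectively, and 25102 probe sets had a signal above 50 on all 3 arrays. These are called detected below. The detection flags of the methods were not used here. As in the methods, each array was then scaled by its median, which multiplied the MCF-7-14 signals by 0.917 and the MDA-MB-231 signals by 1.25 relative to MCF-7. After this scaling, the median log2 ratio of the detected probe sets to MCF-7 was −0.09 in MCF-7-14 and 0.24 in MDA-MB-231 cells, and with the deposited signals it was 0.03 and −0.09, so ratios near 1 depend on the scaling. GAPDH, a control gene of glycolysis, had ratios to MCF-7 of 0.96 to 1.05 in MCF-7-14 cells over its 3 probe sets outside the array controls.

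The technical spread was estimated from probe sets of the same gene. Over 5074 pairs of detected probe sets, the SD of a log2 ratio was 0.37 for MCF-7-14 and 0.54 for MDA-MB-231 cells. For MCF-7-14 it was 0.52 in the group of lowest signal and 0.20 in the group of highest signal, so ratios of dim probe sets are the least precise. This spread includes differences between probes and transcripts but not between cultures. A signal of 50 or less after scaling was taken as 50, and the fold is then given as a bound.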

To identify genes associated with the invasive phenotype of breast cancer cells, we performed DNA microarray analysis and compared gene expression profiles among MCF-7, MCF-7-14 and MDA-MB-231 cells; 13,092 probe sets were detected in all samples. 

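On the arrays, epithelial, luminal and estrogen-responsive genes had mostly similar signals in MCF-7-14 and MCF-7 cells and far lower signals in MDA-MB-231 cells. E-cadherin (CDH1), the adhesion molecule of epithelial junctions, had a signal of 33551 in MCF-7, 31029 in MCF-7-14 and 118 in MDA-MB-231 cells. TFF1, a secreted peptide induced by estrogen, had signals of 57536, 60763 and 219, and the estrogen-regulated long non-coding RNA DSCAM-AS1 had 30273, 34338 and 70.2. Conversely, ANXA1, a phospholipid-binding protein, was 364-fold higher in MDA-MB-231 than in MCF-7 cells and 1.58-fold higher in MCF-7-14 cells, and the calcium-binding protein S100A4 was 271-fold and 2.43-fold higher. The caveolin CAV1 and CCN2, a matrix-associated growth factor, were 141-fold and 139-fold higher in MDA-MB-231 cells, but CAV1 was at least 5.26-fold lower and CCN2 had a ratio of 0.89 in MCF-7-14 cells.

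The same contrast was seen over lists of genes. The median log2 ratio of MDA-MB-231 to MCF-7 was −2.91 over 30 measured genes of epithelial junctions and keratins, −2.76 over 23 luminal genes, −2.77 over 27 estrogen-responsive genes and 2.41 over 34 mesenchymal genes. Each median lay outside the middle 95% of 10000 random lists of the same size and similar signal. For MCF-7-14, the corresponding medians were −0.21, −0.18, 0.03 and −0.06, all inside that range, although the estrogen-responsive list lay above it in 1 of 7 other settings and its median was −0.14 with the median over each gene's probe sets. The median over all 16291 measured genes was −0.07 for MCF-7-14 and 0.12 for MDA-MB-231. Some single genes differed within these lists: the small GTPase RAB25 was 2.09-fold lower and the caveolin CAV2 7.73-fold lower (ratio of 0.33 by its other probe set) in MCF-7-14 than in MCF-7 cells, whereas IGFBP5, which binds insulin-like growth factors, was 4.94-fold higher. In all, 10 of 30 lists lay outside the range for MCF-7-14 and 18 for MDA-MB-231. By chance, 1.5 would be expected if the genes within a list varied independently, as in the random lists. Genes of a list can vary together, so the excess over 1.5 is not a test. YAP and TAZ targets (median log2 ratio 2.93) and interferon-responsive genes (2.65) were the highest lists in MDA-MB-231 cells.

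Across the 25102 detected probe sets, the Pearson correlation of log2 signals was 0.966 between MCF-7-14 and MCF-7, 0.814 between MCF-7-14 and MDA-MB-231, and 0.833 between MCF-7 and MDA-MB-231. Probe sets are not independent replicates, so no p-value is given. Average linkage clustering joined MCF-7 with MCF-7-14 first. Between MCF-7-14 and MCF-7, 93.3% of the probe sets lay within 2-fold, compared with 63.0% between MCF-7-14 and MDA-MB-231 and 67.1% between MCF-7 and MDA-MB-231. When each probe set was centered on its median over the 3 arrays, as in the methods, the correlations became −0.13, −0.35 and −0.32, and the first pair remained the highest. After such centering, 2 arrays never lie on the same side of 0 for a probe set. The centering itself thus pushes the correlations below 0, and their sign says nothing on similarity.

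**Figure D1:**
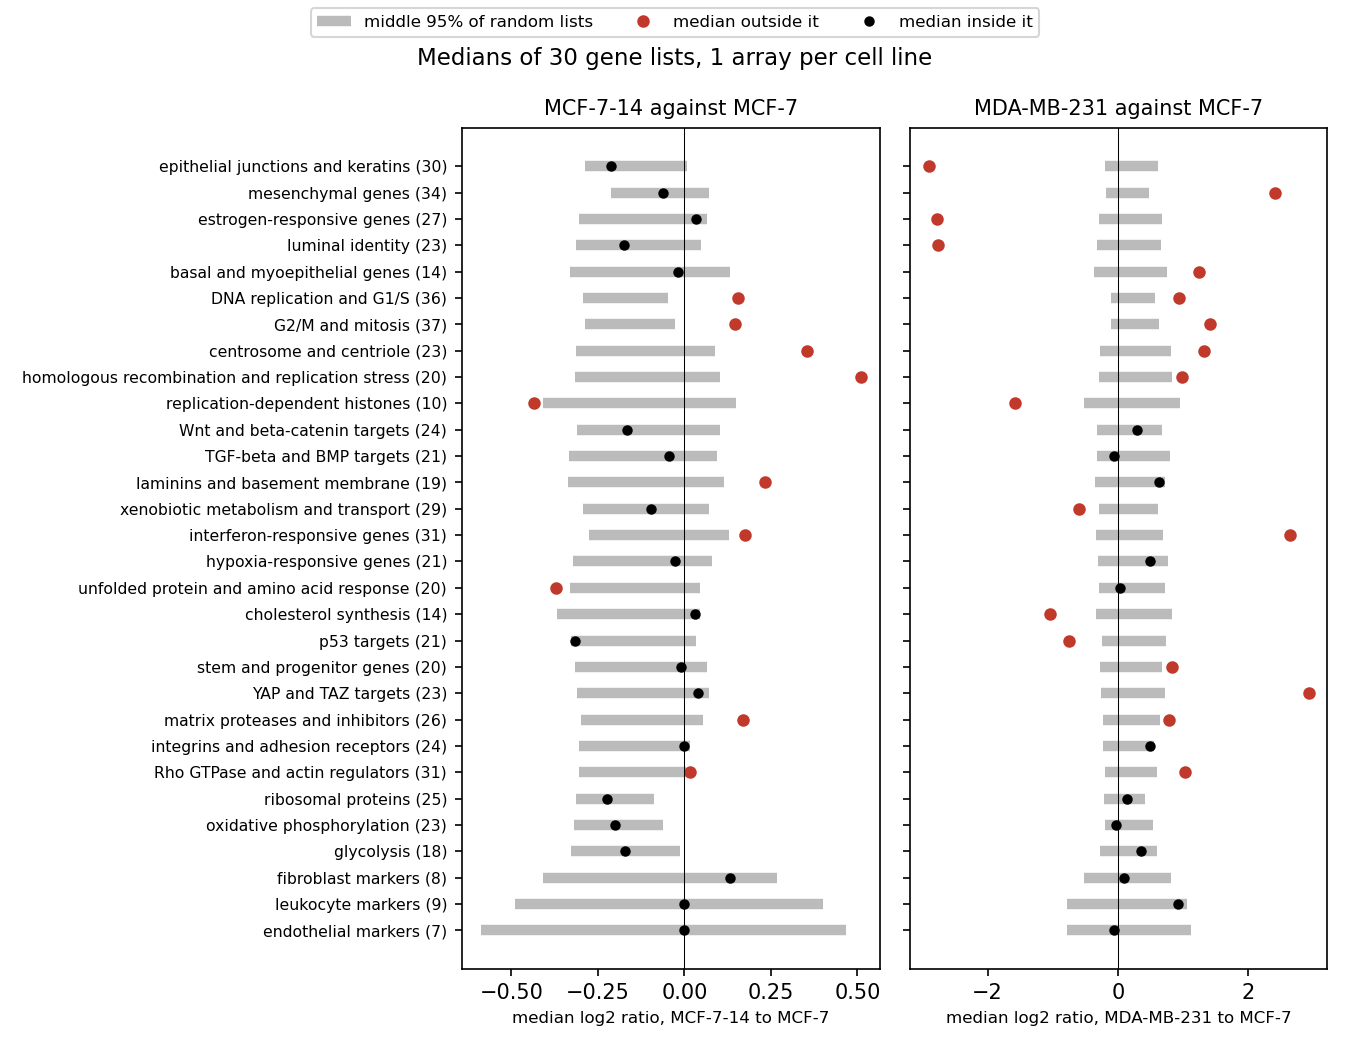
Median log2 ratio to MCF-7 of each gene list, with the number of measured genes in parentheses, for MCF-7-14 (left) and MDA-MB-231 (right), on axes that differ between the panels. Gray bars show the middle 95% of 10000 random lists, red points lie outside it and black points inside it, and epithelial genes lie at −2.91 in MDA-MB-231 and at −0.21 in MCF-7-14 cells.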

Hierarchical clustering based on informative probe sets showed that the MCF-7-14 cell gene expression profile was more similar to that of MCF-7 cells than MDA-MB-231 cells; however, there were some similarities between MCF-7-14 and MDA-MB-231 cells in gene expression (Figure 5A). 

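Among the detected probe sets, 290 were more than 2-fold higher and 155 more than 2-fold lower in both MDA-MB-231 and MCF-7-14 cells than in MCF-7 cells. The genes highest in both, ranked by the smaller of the 2 ratios, included CDKN1C, a cyclin-dependent kinase inhibitor (6.23-fold in MCF-7-14 and 10.1-fold in MDA-MB-231), KLHL23 (4.40 and 19.5), KHDC1 (3.99 and 10.4), HAUS8, a subunit of the augmin complex of the mitotic spindle (3.93 and 4.77), PLK4, the kinase of centriole duplication (3.55 and 6.35), CFL2, an actin-severing cofilin (3.53 and 32.5), and the interferon-induced IFI44 (3.53 and 30.8). SRC (3.96) and ST3GAL3 (3.75) also ranked high by 1 probe set in MCF-7-14 cells, but the median of their other detected probe sets was 0.55 and 0.78. It was 1.29 for CDKN1C, 1.58 for KHDC1, 1.84 for PLK4 and 1.51 for PITPNM2. POM121L12, SPATA32 and PITPNM2 completed the 12 highest genes.

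The genes lowest in both were led by NUDT7, a peroxisomal hydrolase (11.1-fold lower in MCF-7-14 and 7.03-fold lower in MDA-MB-231), and MAOB, the mitochondrial monoamine oxidase (5.06 and 10.7). PMEPA1, a feedback inhibitor of TGF-β signaling, was 4.34-fold and 4.48-fold lower, RMND5B 4.10-fold and 6.27-fold lower, DCLK1, a microtubule-associated kinase, 4.75-fold and 3.29-fold lower, and CAB39L 3.17-fold and 4.27-fold lower. EPB41L4A, LYPD1, SEMA6D, PLBD2, LRRC43 and a probe set of RPS14 (4.18-fold and 3.34-fold lower) completed the 12 lowest genes. The other probe sets of RPS14 (median ratio 0.84), PLBD2 (1.15) and RMND5B (0.67) were not lower by 2-fold in MCF-7-14 cells, whereas those of PMEPA1 (0.37), DCLK1 (0.28) and CAB39L (0.43) were.

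Both ratios share the MCF-7 array, so chance values of that array move them together. With simulated arrays that held technical spread but no expression difference, a mean of 34.4 probe sets (20 to 54) were higher in both and 45.3 (33 to 64) lower in both. Independent lists of the observed sizes would share 170 and 99.2. The simulated counts leave out real differences and the independent counts leave out the shared array, so part of the excess may come from the array. The log2 ratios of the 2 lines correlated at 0.12 across probe sets, and their covariance was 0.080 (0.069 in the simulation). The simulated correlation was 0.50, which follows from equal noise on all simulated arrays and a shared reference. It is therefore no comparison for 0.12. The simulated noise was that of MCF-7-14 (SD 0.37 of a log2 ratio), although the SD was 0.54 for MDA-MB-231 cells. The simulated counts thus leave out this wider spread.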

Regarding their invasive potential, we selected 163 probe sets corresponding to 144 unique genes upregulated (76 probe sets, Additional file 2) or downregulated (87 probe sets, Additional file 3) >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells from the filtered genes (Figure 5B).

**Figure 5:**
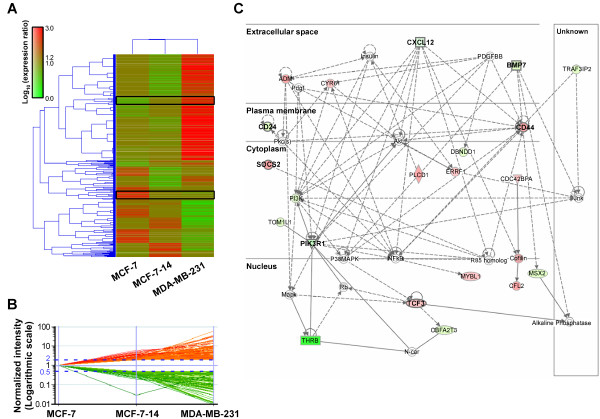
**Microarray gene expression data mining: hierarchical clustering and functional network analysis**. (A) Hierarchical clustering analysis of gene expression profiles in MCF-7, MCF-7-14 and MDA-MB-231 cell lines. Columns represent the 13,092 probe sets detected in all samples. Measurements of each probe were normalized to the median of the probe measurements in MCF-7, MCF-7-14 and MDA-MB-231 cell lines. The intensity of bar colors indicates the degree of gene upregulation (red) or downregulation (green). Although the MCF-7-14 cell gene expression profile was more similar to that of MCF-7 cells than to MDA-MB-231 cells, there were some similarities between MCF-7-14 and MDA-MB-231 cells in gene expression (black flames). (B) To identify potentially important differences in biological mechanisms regarding their invasive potential, we selected 163 probe sets up- (red, see Additional file 2) or downregulated (green, see Additional file 3) >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells. Results are represented relative to mRNA levels of MCF-7 cells. (C) The most significant network of 163 probe sets (144 unique genes) constructed using IPA 5.0 (see Additional file 4). Gene network is represented as nodes and lines between two nodes. Node shapes symbolize the functional class of the gene product: square, cytokine; diamond, enzyme; inverted triangle, kinase; rectangle, nuclear receptor; ellipse, transcription regulator; circle, other. The intensity of node colors indicates the degree of upregulation (red) or downregulation (green). Continuous and dashed lines indicate direct and indirect interactions between molecules, respectively. Bold nodes represent multiple-mapped genes (see also Table 1) or selected interesting genes.

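Compared with MCF-7 cells alone, MCF-7-14 cells had 787 detected probe sets more than 2-fold higher and 883 more than 2-fold lower, and MDA-MB-231 cells had 5436 and 2821. The 12 highest genes in MCF-7-14 cells included CDKN1C and KLHL23, TCN1, a vitamin B12-binding protein (6.48-fold), the non-coding transcript LOC101927166 (6.04-fold), and INHA, the inhibin alpha subunit (5.18-fold). POM121L12 (5.15-fold), the calcium channel TRPC1 (4.27-fold, and 2.43-fold by its other probe set) and GRAMD2A (4.03-fold, and 1.97-fold by its other probe set) were also among them. RBM19, KDM5A, SCAF4 and LUC7L3 were above 4-fold by 1 dim probe set, whereas the median of their other probe sets was 0.78, 0.99, 1.83 and 1.01. The probe sets of CDKN1C, LOC101927166, POM121L12 and KLHL23 were also dim in MCF-7 cells, with signals of 62.0, 60.2, 72.5 and 79.8. The other probe sets of CDKN1C had a median ratio of 1.29.

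Among the lowest genes in MCF-7-14 cells, the tetraspanin-like protein TM4SF1 was 14.6-fold lower (median ratio of its other probe sets, 0.10), and the adhesion molecule ALCAM 11.5-fold lower (0.18). The desmosomal cadherin DSC2 was 8.06-fold lower, the potassium channel subunit KCNS3 8.40-fold lower and the prostaglandin E2 receptor PTGER4 8.01-fold lower. The scaffold protein SASH1 was 10.1-fold lower (0.24), BTBD6 9.81-fold, CADPS2 9.72-fold, SHKBP1 7.96-fold and LINC00960 7.47-fold lower. ALCAM, SASH1, BTBD6 and PTGER4 were higher in MDA-MB-231 than in MCF-7 cells, by 3.99-fold, 2.52-fold, 4.87-fold and 2.88-fold, and TM4SF1 had signals of 1945 in MCF-7 and 4478 in MDA-MB-231 cells.

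In MDA-MB-231 cells, the highest genes also included vimentin (VIM, 137-fold, but 4.23-fold lower in MCF-7-14 cells), the intermediate filament of mesenchymal cells, IFIT3 (122-fold), NT5E (116-fold), FSTL1 (114-fold), S100A2 (112-fold), F3 (104-fold), IFIT2 (96.7-fold) and S100A6 (83.6-fold). The lowest included GATA3, the luminal transcription factor (56.1-fold lower), GREB1, an estrogen receptor cofactor (53.8-fold lower), BCAS3, ASS1, EPPK1, IGSF3, QPRT, SIDT1 and VAV3 (47.6-fold to 65.5-fold lower). By the median of their other detected probe sets, the ratio was 0.25 for IGSF3, 0.067 for EPPK1, 0.040 for GATA3 and 36.6 for IFIT3. Of the probe sets past 2-fold, 47.1% were higher in MCF-7-14 and 65.8% in MDA-MB-231 cells. These shares depended on the scaling: they were 66.7% and 45.0% with the deposited signals, and for MDA-MB-231 46.0% with scaling by the third quartile, 49.4% with quantile normalization and 50.5% with signal-dependent scaling.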

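After median scaling of the arrays, all 76 probe sets of Additional file 2 were more than 2-fold higher, and all 87 of Additional file 3 more than 2-fold lower, in both other lines than in MCF-7 cells. Without this scaling, 63 of the 76 and 63 of the 87 were. The lists were chosen by the study on these arrays, so the counts are not independent evidence. The differences were larger in MDA-MB-231 cells for 68 of the 76 higher and for 73 of the 87 lower probe sets. The median ratio to MCF-7 of the higher probe sets was 2.37 in MCF-7-14 and 4.64 in MDA-MB-231 cells, and that of the lower probe sets 0.427 and 0.147. A further 214 detected probe sets were past 2-fold higher in both and 88 past 2-fold lower in both without being on either list.

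**Figure D2:**
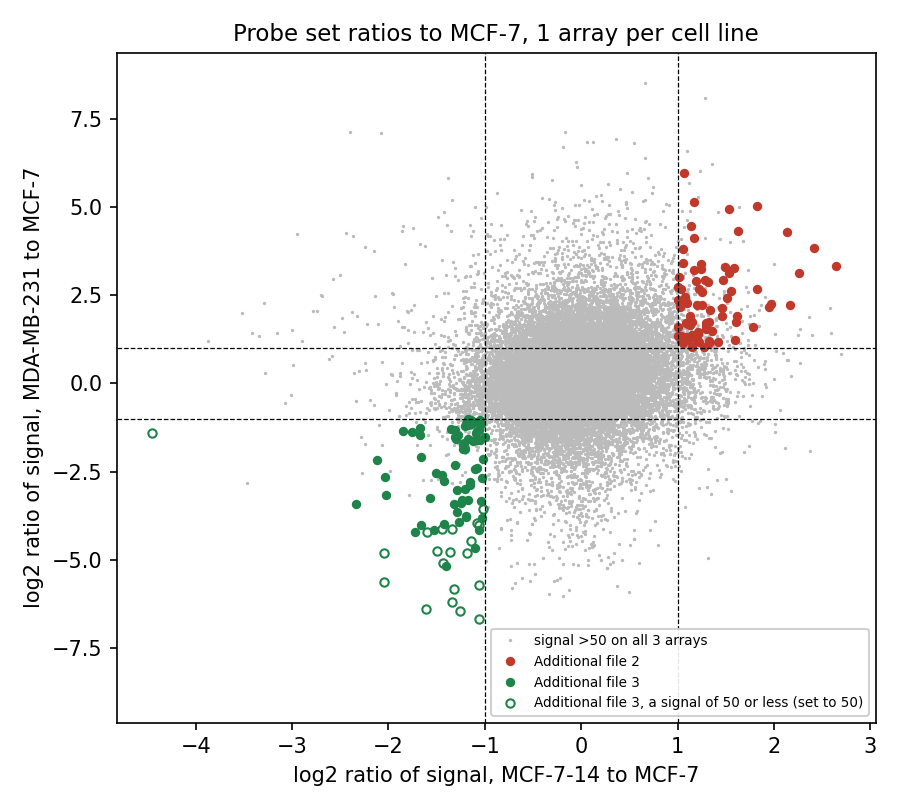
Log2 ratio of signal to MCF-7 of each detected probe set in MCF-7-14 (horizontal axis) and MDA-MB-231 (vertical axis), with dashed lines at 2-fold and most listed probe sets farther from 0 on the vertical axis. Red points are the 76 probe sets of Additional file 2 and green points the 87 of Additional file 3. Open green points are the 20 of these with a deposited signal of 50 or less on an array. Signals still under 50 after scaling were set to 50.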

### Top canonical pathways and functional networks for differentially expressed genes

To assess the relevance of the 163 probe sets to previously defined signaling pathways, canonical pathway analysis was performed using IPA 5.0. Table 1 shows the top 16 signaling pathways for the selected genes. Some of these signaling pathways were involved in regulating cell migration and stem cell function. In this analysis, many of the selected genes involved in the top canonical pathways were multiple-mapped genes (9 genes, 74%; Table 1). 

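Among the genes of Table 1, CFL2 was higher in MCF-7-14 cells by all 3 of its probe sets, by 1.45-fold to 3.53-fold, and by 15.8-fold to 32.5-fold in MDA-MB-231 cells. CCN1 (CYR61), a matrix protein that binds integrins, was 2.10-fold higher by the listed probe set and 1.62-fold by another in MCF-7-14 cells, and 62.1-fold and 56.7-fold higher in MDA-MB-231 cells. SMURF2, a ubiquitin ligase of TGF-β signaling, had 4 probe sets at 1.02-fold to 2.49-fold in MCF-7-14 cells and 4.90-fold to 8.06-fold in MDA-MB-231 cells. SEMA6D, a transmembrane semaphorin, was 3.30-fold lower in MCF-7-14 and 18.4-fold lower in MDA-MB-231 cells, and 3 other probe sets were 1.47-fold to 3.95-fold lower in MCF-7-14 cells.

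LFNG, a glycosyltransferase that modifies Notch receptors, had a ratio of 0.39 in MCF-7-14 and 0.41 in MDA-MB-231 cells by the listed probe set, and 1.56 in MCF-7-14 cells by another of low signal. RPRM, a mediator of p53-dependent arrest, had 0.37 and 0.064. The coagulation factor F12 had 0.50 and 0.35, and SLC27A2, a fatty acid transporter, 0.49 and 0.084. ERRFI1, an inhibitor of EGF receptor signaling, had no probe set on the study's lists by the annotation used here. Its probe set had a ratio of 1.03 in MCF-7-14 and 7.43 in MDA-MB-231 cells.

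Of the lists fixed in advance, those of Wnt, TGF-β and stem cell genes lay inside the range of random lists in MCF-7-14 cells. The median log2 ratio was −0.17 over 24 measured Wnt and β-catenin targets (percentile 22.9 among random lists), −0.04 over 21 TGF-β and BMP targets (75.2) and −0.01 over 20 stem and progenitor genes (85.1), the last above the range of random lists in 1 of 7 other settings. Over 31 Rho GTPase and actin regulators the median was 0.015 (98.2), outside the range, although it was −0.16 against the spike-in control transcripts. By their brightest probe sets, 4 members were past 2-fold higher and none past 2-fold lower. By each gene's brightest probe set, 3 members of the Wnt list were past 2-fold lower and 0 past 2-fold higher, and 13 had a ratio below 1 and 7 above 1. The 3 lower ones included TNFRSF19 (at least 4.37-fold). AXIN2, a feedback inhibitor of Wnt signaling, was at least 5.06-fold lower, and the Wnt antagonist NKD1 had a ratio of 0.43, whereas DKK1, another Wnt antagonist, was 1.90-fold higher. ALDH1A3 and ITGA6, both used as markers of mammary progenitors, were 2.66-fold and 2.55-fold lower.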

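The 16 pathways of Table 1 held 18 genes in 35 entries. Of these, 9 genes (50%) stood in more than 1 pathway and filled 26 of the 35 entries (74.3%). PIK3R1, the regulatory subunit of phosphatidylinositol 3-kinase, stood in 9 of the 16 pathways. A probe set on the study's lists was found for 17 of the 18 genes, UGT1A6 included, and of these 6 were higher and 11 lower in both other lines than in MCF-7 cells. The listed probe sets of UGT1A6 are shared by several UGT1A genes, so their signal does not belong to that gene alone.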

Considering the general notion that cancer metastasis is a result of multifactorial crosstalk between different molecular pathways, we generated significant functional association networks in invasive cells (see Additional file 4). The network with the highest score (Figure 5C) was constructed relating to DNA replication, recombination and repair, cell cycle, and cancer. 

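Relative to other genes of similar signal, genes of DNA repair and cell division were modestly higher in MCF-7-14 than in MCF-7 cells as groups, and the medians of these groups were higher again in MDA-MB-231 cells. Of 20 measured genes of homologous recombination and replication stress, 19 had a ratio above 1 in MCF-7-14 cells. Their median log2 ratio was 0.51 in MCF-7-14 and 0.99 in MDA-MB-231 cells. RAD54L, a motor protein of strand exchange, was 2.29-fold higher in MCF-7-14 cells, CLSPN, an adaptor of the replication checkpoint, 1.91-fold, RAD51AP1 1.87-fold and FANCB 1.75-fold. The median was 0.35 over 23 genes of the centrosome and centriole, where CEP152 was 2.46-fold and CEP97 1.92-fold higher. It was 0.16 over 36 genes of DNA replication and the G1/S transition and 0.15 over 37 genes of G2/M and mitosis. By each gene's brightest probe set, no gene of these last lists was past 2-fold in MCF-7-14 cells. A ratio above 1 was seen for 26 of 36 and 25 of 37 genes. By other probe sets, ASPM and AURKB of the mitosis list were past 2-fold in both lines. The kinase AURKB was 1.90-fold and CCNE2 1.66-fold higher, whereas CCNB1 was 1.76-fold lower. All 4 medians lay above the middle 95% of random lists. The spike-in control transcripts had a median log2 ratio of 0.17, and against them the medians of these last lists were −0.019 and −0.028, a reference chosen after the data were examined. Replication-dependent histones went the other way, with a median of −0.44 over 10 genes in MCF-7-14 and −1.58 in MDA-MB-231 cells, the former outside the range of random lists in 4 of 7 other settings. The cells had been arrested in S-phase with a thymidine-hydroxyurea block before RNA was isolated. Responses to this block were not separated from other differences between the lines. The 3' to 5' signal ratio on the MCF-7-14 array was 1.21 times that on the MCF-7 array for GAPDH, 1.42 times for ACTB and 1.81 times for STAT1.

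Among the other genes of the network, ADM, a vasoactive peptide induced by hypoxia, was 2.89-fold higher in MCF-7-14 and 30.9-fold higher in MDA-MB-231 cells. The phospholipase PLCD1 was 2.74-fold and 3.74-fold higher, and the transcription factor MYBL1 2.37-fold and 9.40-fold higher. CDC42BPA, a kinase that acts on the actin cytoskeleton, was 2.10-fold higher in MCF-7-14 cells by the listed probe set, and 1.44-fold and 1.00-fold by its other detected probe sets. The homeobox gene MSX2 had a ratio of 0.42, CBFA2T3 0.44, TRAF3IP2 0.43 and DBNDD1 0.49 in MCF-7-14 cells. TOM1L1 had 0.47 by the listed and 0.84 by the other probe set. The thyroid hormone receptor THRB was at least 22.0-fold lower by the listed probe set, with a ratio of at most 0.145 and of 0.48 by the others.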

Of note, six multiple-mapped genes (*PIK3R1*, *SOCS2*, *BMP7*, *CXCL12*, *CD44 *and *TCF3*; Table 1) were mapped on the most significant network (Figure 5C). These genes were thought to be highly associated with the migratory and invasive phenotype.

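Of the 6 genes, SOCS2 and CD44 were higher and PIK3R1 and CXCL12 lower in both invasive cell lines by every probe set that gave a ratio, whereas BMP7 and TCF3 in MCF-7-14 cells depended on the probe set. SOCS2, a suppressor of cytokine signaling, was 2.82-fold higher in MCF-7-14 and 9.93-fold higher in MDA-MB-231 cells by the listed probe set, and at least 3.68-fold and 9.39-fold higher by a second one. CD44, the hyaluronan receptor, had 9 detected probe sets, which were 1.03-fold to 2.75-fold higher in MCF-7-14 cells (median 1.77) and 4.43-fold to 21.9-fold higher in MDA-MB-231 cells, and 2 of the 9 were past 2-fold in MCF-7-14 cells. PIK3R1 was lower by all 3 probe sets, with ratios of 0.41 (the listed one), 0.54 and 0.59 in MCF-7-14 and of 0.12, 0.15 and 0.18 in MDA-MB-231 cells.

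BMP7, a bone morphogenetic protein, had a signal of 4406 in MCF-7 cells, 1843 in MCF-7-14 cells and at most 50 in MDA-MB-231 cells by 1 of its 2 listed probe sets. The other listed one had a ratio of 0.39, and the remaining ones 0.54 and 1.18, in MCF-7-14 cells, and it was at least 7.29-fold to 149.6-fold lower in MDA-MB-231 cells. The chemokine CXCL12 had ratios of 0.47 (the listed one) and 0.71 in MCF-7-14 cells. In MDA-MB-231 cells it was at least 15.4-fold lower by the listed and 7.03-fold lower by the other probe set. TCF3, which encodes the E2A transcription factors, was 2.44-fold higher in MCF-7-14 and 2.91-fold higher in MDA-MB-231 cells by the listed probe set. Its other 8 detected probe sets lay at 0.79 to 1.25 in MCF-7-14 cells. The paper states that these genes were thought to be closely tied to migration and invasion.

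**Figure D3:**
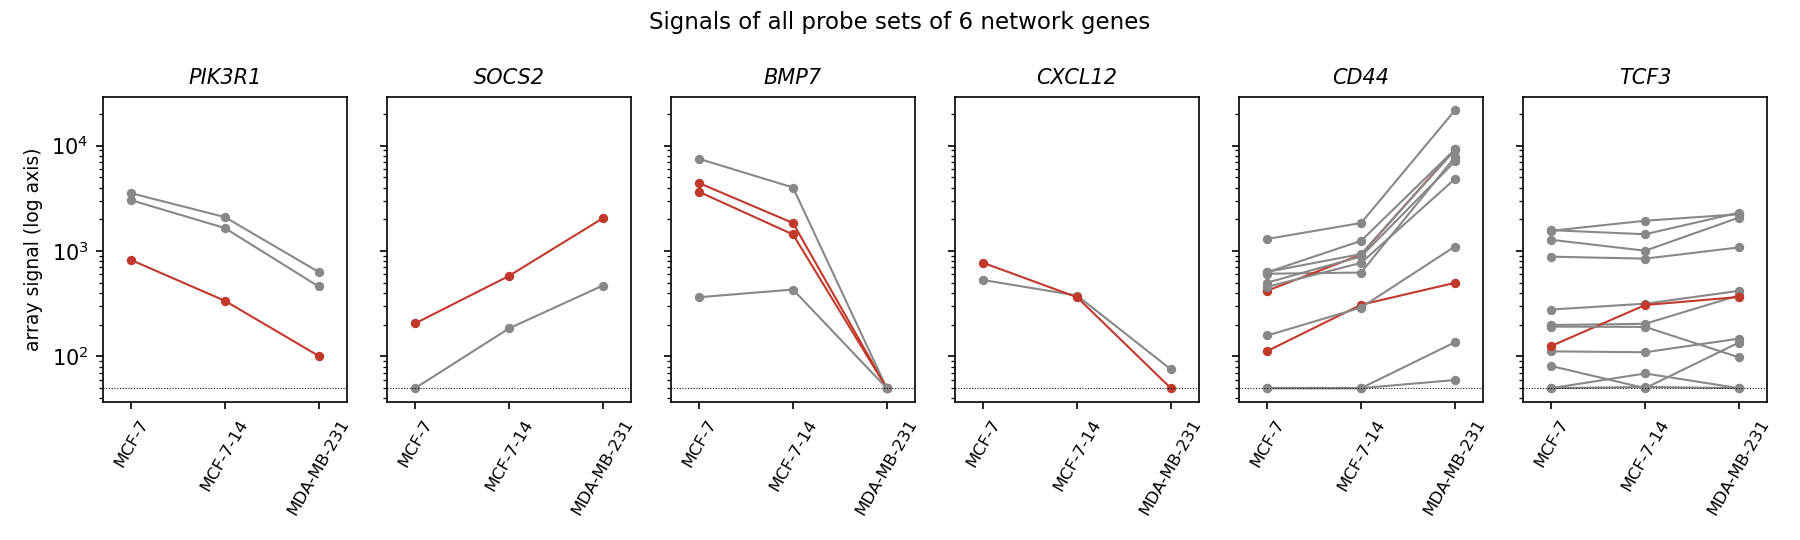
Array signal after median scaling (log axis) for probe sets of the 6 network genes in the 3 cell lines. There is 1 array per cell line and 1 line per probe set. Signals under 50 were set to 50, and probe sets at 50 or less on all arrays are not drawn. Red lines are the probe sets on the study's lists, gray lines the others, and the dotted line marks a signal of 50, and from MCF-7 to MCF-7-14 the red line of TCF3 runs upward, its gray lines above 50 on all arrays stay nearly level, and dim ones go both ways.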

**Table 1:** Top signaling pathways for the 163 differentially expressed probe sets in MCF-7-14 and MDA-MB-231 cells.

Pathway	Gene mapped to canonical pathways
JAK/STAT Signaling	***PIK3R1***, ***SOCS2***
Xenobiotic Metabolism Signaling	**ALDH3B2**, **MAOB**, ***PIK3R1***, UGT1A6
Axonal Guidance Signaling	***BMP7***, CFL2, ***CXCL12***, ***PIK3R1***, SEMA6D
TGF-β Signaling	***BMP7***, SMURF2
Acute Phase Response Signaling	***PIK3R1***, ***SOCS2***, ***TCF3***
Leukocyte Extravasation Signaling	***CD44***, ***CXCL12***, ***PIK3R1***
Neuregulin Signaling	ERRFI1, ***PIK3R1***
IGF-1 Signaling	CYR61, ***PIK3R1***
p53 Signaling	***PIK3R1***, **RPRM**
LPS/IL-1 Mediated Inhibition of RXR Function	**ALDH3B2**, **MAOB**, SLC27A2
Serotonin Receptor Signaling	**MAOB**
Notch Signaling	LFNG
Coagulation System	F12
Cell Cycle: G2/M DNA Damage Checkpoint Regulation	**RPRM**
EGF Signaling	***PIK3R1***
Wnt/β-catenin Signaling	***CD44***, ***TCF3***

Pathway analysis was performed on 163 probe sets (144 unique genes) up- or down-regulated >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells (see Additional files 2 and 3) using IPA 5.0. Genes in bold are mapped to multiple top canonical pathways, and genes in bold italics are also mapped on the most significant functional network for the 163 probe sets (see also Figure 5C).

### Evaluation of selected interesting genes: CD44 upregulation and CD24 downregulation in MCF-7-14 cells

Selected interesting genes (*PIK3R1*, *SOCS2*, *BMP7*, *CXCL12*, *CD44 *and *CD24*) were evaluated by qRT-PCR using total RNA from MCF-7, MCF-7-14 and MDA-MB-231 cells. The mRNA expression levels of *SOCS2 *and *CD44 *were significantly (*P *< 0.01) higher in both MCF-7-14 and MDA-MB-231 cells than in MCF-7 cells. In contrast, *PIK3R1*, *BMP7 *and *CD24 *were significantly (*P *< 0.01) downregulated in MCF-7-14 and MDA-MB-231 cells (Figure 6A); however, MCF-7-14 cells showed a lower degree of upregulation or downregulation than MDA-MB-231 cells. *CXCL12 *mRNA expression was similar between MCF-7 and MCF-7-14 cells, although it was significantly (*P *< 0.01) downregulated in MDA-MB-231 cells. Furthermore, the protein expression levels of CD44 and CD24 were analyzed by flow cytometry. MCF-7 cells expressed low levels of CD44 and high levels of CD24, whereas MDA-MB-231 cells expressed high levels of CD44 and low levels of CD24 (Figure 6B), consistent with the results of qRT-PCR; however, MCF-7-14 cells showed similar levels of CD44 protein expression to MCF-7 cells (Figure 6B, left panel). Thus, single-cell clones were obtained from MCF-7 and MCF-7-14 cells, and analyzed by Matrigel invasion assay and flow cytometry. Single-cell clones derived from MCF-7-14 cells had varying invasive abilities (Figure 6C). The highly invasive cell clone (MCF-7-14 CL6, Figure 6C) displayed a higher expression of CD44 than MCF-7 and its non-invasive clone cells (Figure 6B, left panel). CD24 protein was downregulated in both MCF-7-14 and CL6 cells, compared with MCF-7 and CL17 cells (Figure 6B, right panel). Therefore, these results raise the possibility that alterations in the expression levels of genes selected by pathway and network analysis, including expression patterns of CD44 and CD24, may be accompanied by the acquisition of invasive potential in MCF-7-14 cells.

**Figure 6:**
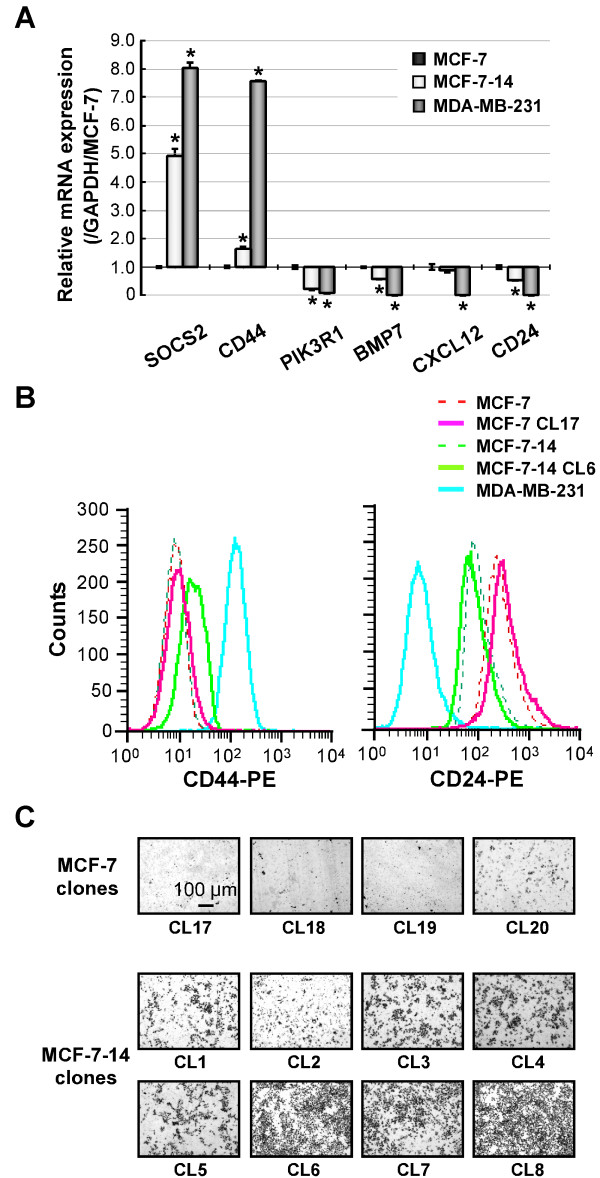
**mRNA and protein expression of selected interesting genes**. (A) qRT-PCR analysis of mRNA expression of *SOCS2*, *CD44*, *PIK3R1*, *BMP7*, *CXCL12 *and *CD24 *was performed on RNA from MCF-7, MCF-7-14 and MDA-MB-231 cells. Results were normalized to internal control *GAPDH *mRNA and represented relative to mRNA levels of MCF-7 cells. Data are the means ± SD (*n *= 3). Statistical analysis was performed by ANOVA and Tukey-Kramer multiple comparison.*, *P *< 0.01, compared with MCF-7 cells. (B) CD44 and CD24 proteins expressed on three human breast cancer cell lines (MCF-7, MCF-7-14 and MDA-MB-231) and single-cell clones derived from MCF-7 and MCF-7-14 cell lines (highly invasive MCF-7-14 CL6 and non-invasive MCF-7 CL17, panel C) were analyzed by flow cytometry. (C) Matrigel invasion assay of single-cell clones derived from MCF-7 (CL17-20) and MCF-7-14 (CL1-8) cell lines. Cells invading Matrigel were stained with crystal violet on the underside of the chamber.

### Effects of anti-CD44 antibody treatment on cell migration and invasion

To clarify whether CD44 positively goes hand in hand with increased invasiveness, we examined the effects of anti-CD44 mAb on cell proliferation, migration and invasion. In the cell proliferation assay in the absence of antibodies (Figure 7A), whereas MCF-7-14, similar to MCF-7 cells, reached a plateau after 72 h, MCF-7-14 CL6 cells did not show a plateau phase, but rather continued to grow at a higher growth rate than MCF-7 and MCF-7-14 cells. On the other hand, MDA-MB-231 cells showed slower growth, but reached the same level as MCF-7 cells by the end of the assay. Despite the differences in the growth rate, preincubation with anti-CD44 mAb had no significant effect on cell proliferation in all cell lines tested, compared with treatment with normal IgG (Figure 7B). In the cell migration assay, MCF-7-14 and its clone CL6 cells migrated as a sheet, whereas MDA-MB-231 cells migrated more rapidly and more individually (Figure 7C). In addition to the difference in the method of cell migration, the CD44 expression level differs between these cells; nevertheless, anti-CD44-mAb significantly (*P *< 0.01) decreased cell migration in both MCF-7-14 and MCF-7-14 CL6 cells as well as MDA-MB-231 cells (Figure 7C and 7D). Anti-CD44-mAb also significantly (*P *< 0.01) inhibited cell invasion in these cells, although MCF-7-14 CL6 cells had a significantly higher number of invading cells than MCF-7-14 and MDA-MB-231 cells, differently from the results of the cell migration assay (Figure 7E and 7F).

**Figure 7:**
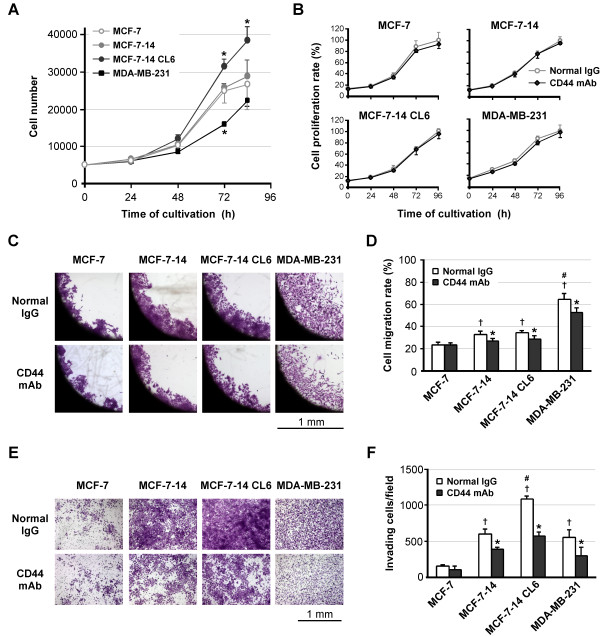
**Effects of anti-CD44 antibody treatment on cell proliferation, migration and invasion**. (A) Proliferation rates of untreated cells in culture. Data are the means ± SD (*n *= 3). Statistical analysis was performed by ANOVA and Tukey-Kramer multiple comparison. *, *P *< 0.01, compared with MCF-7 cells. (B) Proliferation rates of normal rat IgG-treated and anti-CD44 antibody-treated cells. In each cell line, the number of normal IgG-treated cells at 96 h was considered 100%. Data are the means ± SD (*n *= 3). (C) Optical microscopic images of cell migration assay at 72 h after removal of the stopper. Cells were fixed and stained with crystal violet. (D) Cell migration rates were expressed as percent closure of the open area by comparing the zero time. Data are the means ± SD (*n *= 6). Statistical analysis was performed by Student's *t *test or ANOVA/Tukey-Kramer multiple comparison, where appropriate. *, *P *< 0.01, compared with normal IgG-treated cells.^†^, *P *< 0.01, compared with MCF-7.^#^, *P *< 0.01, compared with MCF-7-14 and its clone CL6. (E) Matrigel invasion assay of normal rat IgG-treated and anti-CD44 antibody-treated cells. After 60 h cultivation, cells invading Matrigel were fixed and stained on the underside of the chamber. (F) The numbers of invading cells were counted under a microscope. Data are the means ± SD (*n *= 3). Statistical analysis was performed by Student's *t *test or ANOVA/Tukey-Kramer multiple comparison, where appropriate. *, *P *< 0.01, compared with normal IgG-treated cells.^†^, *P *< 0.01, compared with MCF-7.^#^, *P *< 0.01, compared with MCF-7-14 and MDA-MB-231.

## Discussion

### MCF-7-14 cells as a novel model for breast cancer metastasis without requiring constitutive EMT

We obtained MCF-7-14 cells that had a significantly higher proportion of invasive cells throughout the *in vitro *sequential selection process, although parental MCF-7 cells had few Matrigel invasive cells. In addition, we demonstrated that EGFP-labeled MCF-7-14 cells metastasized to the pancreas and peritoneum in a xenograft model. In mouse orthotopic xenograft models of breast cancer, the pancreas seems to be a relatively common metastatic site. When injected into the mammary fat pad of nude mice, N-cadherin-expressing cells, but not control MCF-7 cells, metastasized to the liver, pancreas, salivary gland, omentum, lung, lymph nodes, and lumbar spinal muscle [11]. Murine 4T1 mammary cancer cells (expressing the pcDNA-Neo expression vector as a control; 4T1-Neo cells) implanted into the axillary mammary gland of BALB/c mice metastasized to the mesentery adjacent to the pancreas [12]. Despite differences in invasive ability, MCF-7-14 cells, similar to MCF-7 cells, expressed E-cadherin, but neither vimentin nor fibronectin. In the cell migration assay, MCF-7-14 and its clone CL6 cells moved as a sheet, in contrast to the more individual movements of mesenchymal MDA-MB-231 cells. Cell-sheet movement is a typical feature of epithelial cells during embryonic development and wound healing [13]; therefore, MCF-7-14 cells may be a novel model for breast cancer metastasis without requiring constitutive EMT. Complete and constitutive EMT seems not to be required for breast cancer metastasis [1,14,15]. In particular, Lou *et al. *[16] reported that 4T1 cells, which express E-cadherin and ZO-1, are migratory, invasive, and metastasize to multiple sites, and that 4T1-derived (67NR) cells, which form primary tumors but fail to metastasize, express vimentin and N-cadherin, but not E-cadherin. The metastatic ability of breast cancer cells does not seem to strictly correlate with the genotypic and phenotypic properties of EMT per se. In addition, Tarin *et al. *[17] suggested that the fundamental premise that EMT occurs in real cancers is very much in doubt because of the lack of convincing evidence for the conversion of epithelial cells into mesenchymal cell lineages *in vivo*; however, it is possible that MCF-7 and MCF-7-14 cells can make transient EMT *in vitro *in a reversible fashion. For example, estrogen treatment promoted reversible EMT-like changes and collective motility in ER-positive breast cancer cells [18]. The transitory acquisition of mesenchymal characteristics could explain the difficulty in observing EMT in cancer development.

### Nuclear β-catenin expression and "metastable phenoptype" in MCF-7-14 cells

On the other hand, loss of E-cadherin-β-catenin complex is an important step in the progression of many epithelial malignancies [19]. β-catenin has a dual role in the EMT; it enhances cell-cell adhesion when bound to cadherin complexes in adherens junctions and also functions as a transcriptional coactivator upon entry into the nucleus [20]. Nuclear import of β-catenin is another important player in EMT [21,22]. Indeed, in MDA-MB-231 cells, β-catenin was mainly located in the nucleus, whereas in MCF-7 cells, β-catenin was mostly expressed on the cell membrane. Nuclear β-catenin induces a gene expression pattern favoring tumor invasion and proceeds with transition to the mesenchymal phenotype of epithelial tumor cells [23]. In MCF-7-14 cells, β-catenin was expressed not only on the cell membrane but also in the nucleus; therefore, enhanced invasive potential of MCF-7-14 cells may result from "incomplete" EMT, altering some signaling pathways. Several studies [24,25] have identified a hybrid cell showing both epithelial and mesenchymal traits. These cells are referred to as a "metastable phenotype" and distinguished from both epithelial and mesenchymal cells by characteristics such as residual E-cadherin, nuclear β-catenin and sheet movement [13,26]. According to this categorization, MCF-7-14 cells may be just in a "metastable" cell state.

### Alterations in cell migration signaling in MCF-7-14 cells

Here we analyzed which signaling pathways are associated with the enhanced migratory and invasive potential of MCF-7-14 cells. Canonical pathway analysis using IPA 5.0 identified the top 16 signaling pathways for differentially expressed genes in invasive cells. Some of these signaling pathways are involved in regulating cell migration. JAK/STAT (Janus kinase/signal transducer and activator of transcription) signaling is necessary for border cell migration in the *Drosophila *ovary, suggesting its relevance to the progression of cancer [27]. Axon guidance molecules and neuregulin signaling play critical roles in cancer cell invasion as well as in neuronal migration [28,29]. In addition, leukocytes exhibit the ability to sense and move in the direction of a chemoattractant [30]. Acute-phase response signaling modifies inflammatory responses, thereby contributing to leukocyte extravasation [31]. Directed cell movement or chemotaxis is exhibited during wound healing, angiogenesis, embryonic development, immune function, and during cancer cell metastasis [32]. Pathway and network analysis also identified a set of interesting genes, including *PIK3R1*, *SOCS2 *and *BMP7*. Philp *et al. *[33] reported the presence of somatic mutations in *PIK3R1*, the gene for the p85α regulatory subunit of phosphatidylinositol 3-kinase (PI3K), in primary human colon and ovarian tumors and cancer cell lines, resulting in the constitutive activation of PI3K. In addition, MCF-7-14 and MDA-MB-231 cells displayed the upregulated expression of *SOCS2 *and downregulated expression of *BMP7 *compared with MCF-7 cells. JAK/STAT signaling is negatively regulated by overexpression of SOCS proteins, and SOCS2 interferes with the negative regulatory effects of SOCS1 and SOCS3 [27,34]. SOCS2 was generally upregulated in primary breast tumors that developed bone metastasis [35]. On the other hand, transforming growth factor beta (TGF-β) is a pro-oncogene in the later stages of tumorigenesis and appears to contribute to metastasis [36,37]. BMP7 is an antagonist of the TGF-β pathway and can inhibit osteolytic metastasis attributable to prostate cancer [38]. Decreased BMP7 expression during carcinogenesis in the human breast contributes to the acquisition of a bone metastatic phenotype [39]. PI3K, JAK/STAT and TGF-β signaling play key roles in cell migration, and PIK3R1, SOCS2 and BMP7 are regulatory molecules of these signaling pathways, thereby possibly contributing to metastasis development. Consequently, alterations in these signaling pathways may explain the differences in migratory and invasive potential between MCF-7 and MCF-7-14 cells, demonstrating the validity and usefulness of this comparative analysis.

### Possible relevance of MCF-7-14 cells to cancer stem cells

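Genes of xenobiotic metabolism and transport, which modify or export foreign compounds and drugs, went both ways in MCF-7-14 cells. Over 29 measured genes the median log2 ratio to MCF-7 was −0.10 (percentile 50.6 among random lists), with 1 gene past 2-fold higher and 4 past 2-fold lower. UGT2B15, a steroid glucuronosyltransferase, was 4.40-fold lower, whereas CYP4B1, a cytochrome P450, was 2.22-fold higher. Of the genes mapped to the pathway, ALDH3B2, an aldehyde dehydrogenase, had ratios of 0.44 and 0.60 by its probe sets, and was at least 27.7-fold and 90.8-fold lower in MDA-MB-231 cells. The 5 listed UGT1A probe sets had ratios of 0.25 to 0.45 in MCF-7-14 cells. In MDA-MB-231 cells the median over the list was −0.59 (percentile 0.080) and −0.07 over genes above 50 on all arrays, with AKR1C3 at least 158-fold and GSTP1 54.0-fold higher. In MCF-7-14 cells, the median was −0.30 with the median over each gene's probe sets, and the lowest percentile over 7 other settings was 1.55.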

Canonical pathway analysis identified xenobiotic metabolism signaling as one of the top signaling pathways in invasive cells. This signaling pathway is possibly responsible for maintenance of the stem cell phenotype and multidrug resistance in breast cancer cells [40]. In addition, some of the top signaling pathways (JAK/STAT, TGF-β, epidermal growth factor and Wnt/β-catenin signaling) overlapped the signaling pathways important for cancer stem-like cells, identified between the MCF-7 side population (SP) and non-SP cells [41]. These signaling pathways are involved in both tumorigenesis in cancer and self-renewal in embryonic stem cells [42]. Although there are no direct evidences yet, MCF-7-14 cells, which have been derived from rare cell populations with higher invasive ability within MCF-7 cells, may be possibly relevant to cancer stem-like cells. MCF-7-14 cells have similar morphological characteristics to those of stem/progenitor or chemotherapy-resistant cells isolated from MCF-7 cells. Cells grown as non-adherent spherical clusters, which were isolated from breast cancer lesions or MCF-7, displayed stem/progenitor cell properties [43]. MCF-7 cells that survived chemotherapeutic treatment formed looser colonies in the monolayer, with cells at the borders tending to have more protruding filopodia [44]. Furthermore, invasive populations seem to generate both invasive and non-invasive populations resembling the cases seen in SP [45] and tumorigenic CD44^+^CD24^-/low ^cells [8] of breast tumor cells, because the numbers of cells invading the Matrigel were very low until the 8^th ^cycle of *in vitro *sequential selection. Interestingly, MCF-7-14 cells displayed increased expression of CD44 mRNA and downregulated expression of CD24 mRNA and protein. Although MCF-7-14 cells showed cell population heterogeneity in invasiveness and CD44 protein expression, MCF-7-14-derived clone MCF-7-14 CL6, which had a higher number of invading cells, displayed upregulation of CD44 and rapid and extended proliferation. However, there are no overlapping genes between our results and the gene signature identified by gene expression profiling of CD44^+^CD24^- ^breast cancer stem-like cells [46]; therefore, our findings should be validated in further studies, for example, analysis of stem cell marker expression.

### Nuclear β-catenin and CD44 upregulation characterize invasive cell populations in breast cancer

Mani, Weinberg and colleagues [10] found that cells that had undergone EMT exhibited CD44^high^/CD24^low ^expression, suggesting that the EMT might confer malignant properties on breast tumor cells. Although the EMT seems not to be an "all or nothing" event, upregulation of CD44 and downregulation of CD24 seem to participate in the acquisition of invasive and metastatic potential [47-49]. In this study, despite the difference in CD44 expression, treatment with CD44 mAb (clone IM7), which induces CD44 shedding from the cell surface [50], significantly decreased cell migration and invasion in MCF-7-14 and its clone CL6 cells as well as MDA-MB-231 cells. Although CD44 expression seems to be correlated with mesenchymal marker expression as well as with invasiveness, CD44 may be one of the most important adhesion molecules facilitating cell invasion and metastasis [51]. Furthermore, CD44 expression is, directly or indirectly, regulated by the β-catenin/Tcf-4 signaling pathway, especially in the colorectal cancer precursor lesions, suggesting a role for CD44 in intestinal tumorigenesis [52,53]. Brabletz *et al. *[21] reported that nuclear β-catenin accumulates in dedifferentiated colorectal carcinoma cells at the tumor-host interface, whereas a gradual loss of nuclear β-catenin is seen towards central, well-differentiated areas of the tumor. This heterogeneous pattern of the primary tumor is recapitulated in corresponding liver metastases. Nuclear accumulation of β-catenin in colorectal cancer cells at the invasive front and in the vessels has been suggested to be a powerful predictor of liver metastasis [54]. In breast cancer, Wnt/β-catenin activation is an important feature of basal-like breast cancers and is predictive of worse overall survival [55]. Consequently, nuclear β-catenin and upregulation of CD44 may be potential diagnostic and therapeutic targets for breast cancer metastasis.

## Conclusions

Although the MCF-7 cell line has a luminal epithelial-like phenotype and lacks a CD44^+^/CD24^- ^subpopulation, we obtained MCF-7-14 cells of opposite migratory and invasive capabilities from MCF-7 cells and developed a novel model for breast cancer metastasis without requiring constitutive EMT. This study better characterizes invasive breast cancer cells and provides insight into understanding the biology of breast cancer metastasis. In clinical diagnosis, ER-positive, HER2-negative breast cancer, which is defined as "luminal A" by the specific expression of an intrinsic set of genes [56], is the most common type of breast cancer and tends to have a better prognosis than the other three types (luminal B, HER-2 overexpressing, basal-like). However, the clinical behavior of luminal-type breast cancer can be markedly heterogeneous despite similar levels of ER expression [57]; therefore, a set of genes differentially regulated in MCF-7-14 cells (*PIK3R1*, *SOCS2*, *BMP7*, *CD44 *and *CD24*) may be useful markers to identify among good prognosis tumors those that will relapse and metastasize. MCF-7-14 cells, in particular, showed nuclear β-catenin expression and a similar phenotype to "metastable" cells, which are distinguished from both epithelial and mesenchymal cells [13]. In addition, MCF-7-14 and its invasive clone CL6 cells displayed increased expression of CD44 and downregulated expression of CD24 compared with MCF-7 cells. The alterations and characteristics of MCF-7-14 cells may characterize invasive cell populations in breast cancer.

## Abbreviations

ANOVA: analysis of variance; CK: cytokeratin; DAB: diaminobenzidine; DAPI: 4', 6-diamidino-2-phenylindole; EGFP: enhanced green fluorescence protein; EMT: epithelial-to-mesenchymal transition; ER-α: estrogen receptor alpha; FBS: fetal bovine serum; HE: hematoxylin/eosin; HER-2: human epidermal growth factor receptor 2; JAK/STAT: Janus kinase/signal transducer and activator of transcription; mAb: monoclonal antibody; MGP: methyl green pyronin; PBS: phosphate-buffered saline; PE: phycoerythrin; PI3K: phosphatidylinositol 3-kinase; qRT-PCR: quantitative reverse transcription polymerase chain reaction; SD: standard deviation; SP: side population; TGF-β: transforming growth factor beta.

## Competing interests

MU, HS and TU are employees of Bio Matrix Research Inc. HK and KW are former employees of the company. YM is a co-founder and the COO of the company. MI, HK, MU, TU and YM are co-inventors of a pending patent entitled "MCF7-derived cell" (WO/2008/093886). This is a joint application by Bio Matrix Research Inc. and Tokyo University of Science. MU, HK, TU and YM are also co-inventors of a pending patent entitled "Methods and kits for evaluating malignancy of breast cancer" (PCT/JP2009/070078), which is filed by Bio Matrix Research Inc. FO declares no conflict of interest.

## Authors' contributions

MU, HK and KW participated in the design and coordination of the study, carried out the analyses and wrote the manuscript. MI performed sequential selection of invasive populations from MCF-7 cells and obtained MCF-7-14 cells. HS performed function-blocking experiments and helped draft the manuscript. FO, TU and YM were responsible for the study conception, data interpretation and manuscript preparation. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/414/prepub

## Supplementary Material

Additional file 1 **Primer sequences used for qRT-PCR**. Click here for file

Additional file 2 **List of the 76 probe sets upregulated >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells**. 

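The table gives for each probe set the fold difference of MCF-7-14 from MCF-7 cells, and the ratios computed here after median scaling of the arrays differed from it by at most 0.00497 on the log2 scale. The 76 probe sets carry 59 different gene names, and 12 have no name in the table. The lowest MCF-7-14 signal among them was 327. Genes on the list that have a second detected probe set went the same way by it in 36 of 41 cases (87.8%, 95% Wilson interval 74.5% to 94.7%). One listed transcript is the 45S ribosomal RNA precursor (RNA45SN5), with a ratio of 2.51 in MCF-7-14 and 3.34 in MDA-MB-231 cells. The 3 control probe sets for 18S ribosomal RNA had ratios of 1.44 to 2.10 and of 0.74 to 1.01. With other scalings, 63 to 66 of the 76 stayed past 2-fold in both, and 51 did when 50 was added to every signal.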

Click here for file

Additional file 3 **List of the 87 probe sets downregulated >2-fold in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells**. 

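CD24, a surface glycoprotein used with CD44 to define breast cancer stem-like cells, was on this list with 2 probe sets, at ratios of 0.47 and 0.38 in MCF-7-14 and of 0.039 and 0.028 in MDA-MB-231 cells. Its 4 other probe sets were lower in MCF-7-14 cells by less than 2-fold, at 0.60 to 0.69. The 87 probe sets carry 66 different gene names, and 7 have no name in the table. Of the 87, 67 had a signal above 50 on all arrays. The other 20 had a signal of 50 or less, 19 on the MDA-MB-231 array and 1 (THRB) on the MCF-7-14 array. Genes with a second detected probe set went the same way by it in 27 of 30 cases (90%, 95% Wilson interval 74.4% to 96.5%). With other scalings, 63 to 80 of the 87 stayed past 2-fold in both, and 71 did when 50 was added to every signal.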

Click here for file

Additional file 4 **Top significant networks for the 163 differentially expressed probe sets (144 unique genes) in both MCF-7-14 and MDA-MB-231 cells compared with MCF-7 cells**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

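Gene expression was measured on 3 Affymetrix Human Genome U133 Plus 2.0 arrays, 1 for each cell line, with the cells arrested in S-phase. The authors scanned the arrays with the GeneChip operating software, and MAS5 is named in the submitters' processing notes; its version and settings are not given in the sources used here. The deposited values are intensities on a linear scale, 1 signal per probe set and array, for 54675 probe sets, and each array has a trimmed mean of 499.9. The per-chip and per-gene normalization of the methods is not in these values, since the array medians differ. Detection flags were not used here, so the filter on flags of the methods was not applied.

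Each array was scaled by its median to the MCF-7 array, after the methods. A probe set counted as detected when its deposited signal was above 50 on all 3 arrays, and as selected when its ratio to MCF-7 was more than 2-fold in the same direction in both other lines. Where a signal was 50 or less after scaling, the fold is a bound against 50, and no fold is given where both signals were 50 or less. Gene names come from the platform's annotation: 41097 probe sets have 1 gene symbol, 1801 several and 11777 none. No gene was named from a probe set with several symbols, except UGT1A6, which the paper's Table 1 names and whose listed probe sets are shared by several UGT1A genes. Of the probe sets, 62 are array controls.

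With 1 array per cell line there was no test of a difference between cell lines and no p-value. The precision is limited by the number of arrays. The technical spread was estimated from pairs of detected probe sets of the same gene, and 18 probe sets for spiked-in control transcripts had a median log2 ratio of 0.17 and an SD of 0.16 between MCF-7-14 and MCF-7. A list of genes was described by the median log2 ratio of its measured genes, each taken by its brightest probe set with signals under 50 set to 50, over the 16291 genes with a signal above 50 on at least 1 array. The median was placed among the medians of 10000 random lists of the same size matched on signal. The 30 lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule took every gene the paper names for the arrays or as a marker, the 12 highest and 12 lowest genes of each comparison, the 6 genes with the highest signal (above 200) in MCF-7 or MCF-7-14 and 50 or less in the other, and up to 4 members of each list with the largest ratios. The genes of the paper's own tables had been seen with their values.

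The effect of the shared MCF-7 array was checked with 100 sets of simulated arrays that held the technical spread without expression differences, with the overlap of independent lists, and with each other array as the reference. With MCF-7-14 as the reference, 500 probe sets were past 2-fold higher in both other lines and 323 lower, and with MDA-MB-231 these counts were 2147 and 4398. Counts of genes that go the same way by a second probe set are given with 95% Wilson intervals. The selection was also tested on simulated data for the comparison of both lines with MCF-7, with 200 changed probe sets at each of 3 fold sizes and noise with an SD of 0.25 on the log2 scale per array. The selection recovered 3.5% of those changed 1.5-fold, 64.5% of those changed 2.5-fold and 99.5% of those changed 4-fold. The changed probe sets were drawn from those above 100 on all arrays, with the same noise at every signal. These shares therefore do not describe dimmer probe sets.

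The alternatives were the deposited signals without further scaling, scaling by the 75th percentile, quantile normalization, a signal-dependent scaling (loess, span 0.3), 50 added to every signal, signal filters at 100, at 50 on at least 2 arrays and none, thresholds of 1.5-fold and 3-fold, and the removal of probe sets that can bind several transcripts. The spike-in control transcripts as the reference for gene lists were added later, with intervals from 2000 resamplings of genes and spike-in probe sets. For similarity they were the Spearman correlation and centering per probe set, and for gene lists the median over a gene's probe sets, no floor, and genes above 50 on all arrays. Pathway and network scores of the IPA software were not computed here. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.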

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

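The tests of single probe sets, of cell cycle position and of RNA quality were set before their results were seen, and the tests of scaling, probe set choice and spike-in transcripts for the cell cycle and repair lists, and the comparison of their share with that among detected genes, were chosen afterwards. The lists given here had a median outside the middle 95% of random lists in MCF-7-14 cells, and the single genes were measured above the floor in only 1 of the 2 related lines. The paper names DNA replication, repair and the cell cycle as themes of its network with the highest score (Figure 5C), and the lists hold genes beyond those it names.

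Of 224 genes past 2-fold in the same direction in both invasive lines with another detected probe set, 72.8% went the same way by it in MCF-7-14 cells (95% Wilson interval 66.6% to 78.2%, above the 50% that noise of single probe sets would give), which argues against such noise as the whole source, although the share was 67.9% for the higher and 84.6% for the lower genes. Whether a shift of the arrested cultures within the cell cycle contributes could not be judged from the list percentiles. The median of the G2/M and mitosis list lay at percentile 100 of random lists, and so did that of DNA replication and G1/S. Both medians (log2 0.15 and 0.16) were far under 2-fold, so these percentiles do not bear on probe sets past 2-fold. Of the 352 selected genes, 7 (1.99%) belong to the 4 cell cycle and repair lists, 2.00 times their share among the detected genes (0.994%). No chance range was computed for this ratio, and these lists make up a small part of the selected genes. RNA quality was left open: the 3' to 5' signal ratio differed between the MCF-7-14 and MCF-7 arrays by 1.21 times for GAPDH and 1.42 times for ACTB, under the bound of 1.5 set beforehand that would exclude it. That reading was changed after the values were seen, because ACTB lies under the bound by less than its spread (log2 0.51 with a spread of 0.29, bound 0.58) and STAT1, outside the planned test, changed by 1.81 times. Selection for invasiveness remains an open biological explanation, untested with 1 array per line.

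Genes of DNA repair and cell division were higher than other genes of similar signal in MCF-7-14 cells as groups, with median log2 ratios to MCF-7 of 0.51 for homologous recombination and replication stress, 0.35 for centrosome and centriole, 0.16 for DNA replication and G1/S and 0.15 for G2/M and mitosis. Under quantile normalization, signal-dependent scaling and the median over each gene's probe sets, the lowest percentile of any of the 4 lists was 100, which argues against unequal scaling or the choice of probe sets as the source. One factor between the arrays leaves these percentiles as they are. Against the spike-in transcripts the median was 0.34 for recombination (95% interval from resampling 0.083 to 0.49). It was 0.18 for the centrosome (−0.035 to 0.44), −0.019 for replication and −0.028 for mitosis. For the centrosome, replication and mitosis lists, a level above that in MCF-7 may come from the factor. For recombination the interval lay above 0, but it cannot exclude the factor. Several spike-in probe sets read the same transcript and were resampled as separate ones. A factor from steps before the spike-in transcripts were added would not show in them. RNA quality was not tested for these lists although the 3' to 5' ratios differed as given above. The position within the arrested cycle and responses to the thymidine-hydroxyurea block were not separated from a lasting difference between the lines. The paper reports similar proliferation of both lines (Figure 1D).

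Other lists also lay outside the middle 95% of random lists on the MCF-7-14 array, which differed in the 3' to 5' ratios, and these places are relative to other genes. Replication-dependent histones had a median log2 ratio of −0.44 and stayed outside the range under 4 of 7 alternatives. Laminins and basement membrane genes had 0.23 (0.059 against the spike-in transcripts), with COL12A1 2.93-fold and LAMB3 2.26-fold higher and COL4A2 at least 3.20-fold lower. Interferon-responsive genes had 0.17 (−0.00041 against the spike-in transcripts), with GBP1 2.25-fold and IFI44L 2.20-fold higher and GBP2 2.83-fold lower. The unfolded protein and amino acid response had −0.37, with CHAC1 2.28-fold and SDF2L1 1.86-fold lower. Matrix proteases and inhibitors had 0.17 (−0.0065 against the spike-in transcripts) and stayed outside under 6 of 7 alternatives, although SERPINE2 was 5.91-fold and TIMP3 2.48-fold lower. Rho GTPase and actin regulators had 0.015 (−0.16 against the spike-in transcripts), outside under 6 of 7 alternatives, with SHROOM1 3.85-fold and ARHGAP24 3.07-fold higher.

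Some genes had a signal above 200 on 1 of the 2 related arrays and 50 or less on the other. Only the 6 brightest in each direction are covered here, of 19 higher in MCF-7-14 and 56 higher in MCF-7 cells. In 3 of them, and in THRB as given above, a second probe set went the same way by more than 2-fold. DNASE1, a secreted nuclease, was at least 9.38-fold higher in MCF-7-14 than in MCF-7 cells, but only 1 of its 6 other probe sets with signal was past 2-fold. PCDH7, a protocadherin, was at least 20.4-fold lower, and so were 3 of its 4 other probe sets by more than 2-fold. The kinase TNIK, which acts with β-catenin and TCF4, was at least 10.9-fold lower, and all 3 of its other probe sets were past 2-fold lower.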

How the results depend on the processing

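The filters at a signal of 300, the spike-in transcripts as the reference and both other ways of counting unique genes were added after the data were examined. No paired analysis was possible because there was 1 array per cell line. The depth of these data is the signal over background: probe sets near 50 are the least precise. Under the 5 scalings, probe sets higher in both lines numbered 256 to 323 and lower in both 155 to 203. Of the named probe sets past 2-fold, 65 of 72 in MCF-7-14 and 107 of 116 in MDA-MB-231 cells stayed past 2-fold under 4 other scalings and with 50 added. The number of gene lists outside the range of random lists was 9 to 11 for MCF-7-14 and 17 to 20 for MDA-MB-231. With the spike-in transcripts as the reference, 5 of the 10 medians outside the range in MCF-7-14 cells changed sign, to −0.019 (DNA replication), −0.028 (mitosis), −0.00041 (interferon-responsive genes), −0.0065 (matrix proteases) and −0.16 (Rho GTPase regulators). Causes were not tested, except that a filter or threshold by its construction keeps more or fewer probe sets, and centering pushes correlations below 0.

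Without a filter on signal, 54675 probe sets entered, of which 4283 were higher and 3637 lower in both lines, 8237 higher and 8854 lower in MCF-7-14 cells, and 13881 higher and 12528 lower in MDA-MB-231 cells, and the correlation of MCF-7-14 with MCF-7 was 0.896. With a signal above 50 on at least 2 arrays, 1195 were higher and 390 lower in both, 2125 higher and 2139 lower in MCF-7-14, and 6141 lower in MDA-MB-231 cells, and the correlations with MDA-MB-231 were 0.733 (MCF-7-14) and 0.759 (MCF-7). Above 100 on all arrays, 108 were higher and 76 lower in both, and 282 higher and 479 lower in MCF-7-14. With 50 added to every signal, these were 94, 90, 334 and 407. A threshold of 1.5-fold gave 1223 and 913 in both, and 3-fold 37 and 16. Without probe sets that can bind several transcripts, 101 were lower in both. With the deposited signals, 572 were lower in MCF-7-14, and 3585 higher and 4375 lower in MDA-MB-231 cells; scaling by the 75th percentile gave 4291 lower in MDA-MB-231. The cause was not tested for these scalings. A signal above 300 on all arrays left 12980 probe sets, with 24 higher and 32 lower in both, and above 300 on the MCF-7-14 array alone 106 and 95. Centering each probe set gave correlations of −0.13 (MCF-7-14 with MCF-7), −0.35 (MCF-7-14 with MDA-MB-231) and −0.32 (MCF-7 with MDA-MB-231). Centering on the median of 3 arrays by itself pushes these values below 0, so their sign says nothing on similarity.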

Differences from the paper's values

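The paper reports 13,092 detected probe sets, and 25102 were found here with the stated signal filter; the stated filter on detection flags was not applied here. Of the alternatives set before the data were examined, a signal above 100 on all arrays gave 19636, still well above the paper's count. It only just met a bound of 1.5 times that count, and it drops 5 of the paper's 76 higher and 34 of its 87 lower probe sets. A signal above 50 on at least 2 arrays (32237) and no filter (54675) did not meet the bound. A signal above 300 on all arrays, chosen after seeing the values, gave 12980, but it drops 52 of the paper's 76 higher and 57 of its 87 lower probe sets.

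The paper reports 76 probe sets higher and 87 lower in both invasive lines (163 in all), and 290 and 155 (445) were found here at the stated 2-fold threshold, again without the flags. Of the alternatives set beforehand, a signal above 100 on all arrays (108 and 76, 184 in all) and 50 added to every signal (94 and 90, also 184) came within 1.5 times of all 3 of the paper's counts, although the filter at 100 drops 5 of the paper's 76 and 34 of its 87 probe sets. Leaving out probe sets that can bind several transcripts came within 1.5 times for the lower ones (101) and not for the higher (214). The 4 other scalings, a filter on at least 2 arrays, no filter, and thresholds of 1.5-fold and 3-fold did not. A signal above 300 on the MCF-7-14 array alone, chosen after seeing the values, gave 106 and 95 (201 in all); it drops none of the 76 and 2 of the 87. The paper's own lists hold 20 probe sets with a signal of 50 or less on an array, although the methods state a filter above 50 in all lines.

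The paper counts 144 unique genes among its 163 probe sets, and the tables hold 125 different gene names. Chosen after seeing the values, 2 other counts give 144: the 125 names plus the 19 unnamed probe sets, and the number of named probe sets. These drop none of the listed probe sets.

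ERRFI1 stands in Table 1 among the selected genes, but by the annotation used here it has no probe set on the paper's lists. Its probe set had a ratio of 1.03 in MCF-7-14 cells. Of the listed probe sets, 19 have no gene name in the paper's tables, so a link to ERRFI1 by another annotation is not excluded. The paper reports from qRT-PCR, another assay, that vimentin mRNA was similar in MCF-7-14 and MCF-7 cells, whereas the array ratio was 0.24 (signals of 331 and 78.2); E-cadherin, also given as similar, had 0.92. It reports CXCL12 mRNA as similar between these cells, and the array ratios were 0.47 and 0.71.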

Other observations

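The tests of scaling and of MDA-MB-231 cells in the MCF-7 culture given below were chosen after the pattern they bear on was seen.

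Several genes that the paper follows or discusses outside the arrays differed by less than 2-fold in MCF-7-14 from MCF-7 cells by their brightest probe set. β-catenin (CTNNB1) had ratios of 0.63 to 0.82 over 3 probe sets in MCF-7-14 cells, keratin 19 (KRT19) 0.72 by its brightest and 0.45 by a dim probe set, and fibronectin (FN1) 0.56 to 1.21 over 5 detected probe sets and at most 0.90 by a dim one. The estrogen receptor gene (ESR1) had 0.83 by its brightest probe set. The only ESR1 probe set detected on all arrays had 0.98, but its signals were dim (97.9 in MCF-7, 95.5 in MCF-7-14 and 111 in MDA-MB-231 cells). Its ratio of 1.14 in MDA-MB-231 cells does not follow the brightest one. Of the other dim ESR1 probe sets, 4 had ratios of at most 0.27 to at most 0.51 in MCF-7-14 cells, and another had 1.74. HER-2 (ERBB2) was 1.26-fold higher by its brightest probe set and 1.15-fold and 1.38-fold by the others. TCF7L2, which encodes Tcf-4, had 0.79 to 1.69 over 6 detected probe sets and at least 1.32 by a dim one. SOCS1 had 1.13 and 1.31 by its detected probe sets but at least 2.14 by a dim one, and SOCS3 log2 ratios of 0.49 and 0.59, with a ratio of at least 1.29 by a dim one. In MDA-MB-231 cells, ESR1 was at least 79.2-fold lower by the brightest probe set and FN1 2.86-fold to 18.6-fold higher.

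Among estrogen-responsive and luminal genes, PDZK1 (3.47-fold), ERBB4 (2.87-fold) and CCN5 (2.19-fold) were higher in MCF-7-14 than in MCF-7 cells, and XBP1, a transcription factor of secretory cells, was 1.76-fold lower. Of 21 measured p53 targets, 14 had a ratio below 1 (median log2 ratio −0.32, percentile 3.43), and CDKN1A was 1.96-fold and GDF15 1.67-fold lower. Of 24 integrins and adhesion receptors, each taken by its brightest probe set, 4 were past 2-fold lower, including ITGA2 (3.91-fold) and CADM1 (3.16-fold). None was past 2-fold higher by that probe set. The list median was 0 (percentile 94.2), with 11 members above and 11 below. Among genes with a signal above 200 in 1 of the 2 lines and 50 or less in the other, 19 had the higher signal in MCF-7-14 and 56 in MCF-7 cells. The brightest in MCF-7-14 cells included C21orf58 (signal 324.8), NRXN3, MNX1-AS1, GNAO1 and ABTB1, the last 4 at least 5.21-fold to 5.58-fold higher. Those in MCF-7 cells included VIP (at least 10.2-fold), GALC (at least 9.15-fold) and PDGFC (at least 8.17-fold). None of these genes had another probe set past 2-fold in the same direction, but MNX1-AS1, VIP and PDGFC had no other probe set with signal.

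Several of the genes lowest in MCF-7-14 cells, such as TM4SF1 and CAV2, were higher in MDA-MB-231 than in MCF-7 cells, and 188 detected probe sets were past 2-fold lower in the first and higher in the second. Independent lists would share 191, so the count was 0.983 times that number in the main scaling and 1.18 to 1.35 times under 4 other scalings. Whether the count exceeds that of independent lists thus depends on the scaling. Independent lists leave out the shared MCF-7 array, which moves both ratios the same way. Opposite directions were not counted in the simulated arrays, so an excess over chance is not settled. MDA-MB-231 cells in the MCF-7 culture are a candidate explanation that the tables argue against: over the 50 genes most in excess in MDA-MB-231, the median MCF-7 signal was 0.777% of the MDA-MB-231 signal, whereas the 139 genes of the pattern had a median of 21.1% and a 5th percentile of 3.45%. A first version of this test, the median log2 ratio of MCF-7-14 to MCF-7 over the same 50 genes, had been run before it and is void, since 15 of the 50 genes were at the floor on both arrays. No biological explanation was tested.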
